# HrrSA orchestrates a systemic response to heme and determines prioritization of terminal cytochrome oxidase expression

**DOI:** 10.1093/nar/gkaa415

**Published:** 2020-05-26

**Authors:** Marc Keppel, Max Hünnefeld, Andrei Filipchyk, Ulrike Viets, Cedric-Farhad Davoudi, Aileen Krüger, Christina Mack, Eugen Pfeifer, Tino Polen, Meike Baumgart, Michael Bott, Julia Frunzke

## Abstract

Heme is a multifaceted molecule. While serving as a prosthetic group for many important proteins, elevated levels are toxic to cells. The complexity of this stimulus has shaped bacterial network evolution. However, only a small number of targets controlled by heme-responsive regulators have been described to date. Here, we performed chromatin affinity purification and sequencing to provide genome-wide insights into *in vivo* promoter occupancy of HrrA, the response regulator of the heme-regulated two-component system HrrSA of *Corynebacterium glutamicum*. Time-resolved profiling revealed dynamic binding of HrrA to more than 200 different genomic targets encoding proteins associated with heme biosynthesis, the respiratory chain, oxidative stress response and cell envelope remodeling. By repression of the extracytoplasmic function sigma factor *sigC*, which activates the *cydABCD* operon, HrrA prioritizes the expression of genes encoding the cytochrome *bc*_1_-*aa*_3_ supercomplex. This is also reflected by a significantly decreased activity of the cytochrome *aa*_3_ oxidase in the Δ*hrrA* mutant. Furthermore, our data reveal that HrrA also integrates the response to heme-induced oxidative stress by activating *katA* encoding the catalase. These data provide detailed insights in the systemic strategy that bacteria have evolved to respond to the versatile signaling molecule heme.

## INTRODUCTION

Heme (iron bound protoporphyrin IX) is a versatile molecule that is synthesized and used by virtually all aerobic eukaryotic and prokaryotic cells (1). It serves as the prosthetic group of hemoglobins, hydroxylases, catalases, peroxidases and cytochromes (2) and is therefore essential for many cellular processes, such as electron transfer, respiration and oxygen metabolism (3). Furthermore, salvaged heme represents the most important iron source for a variety of pathogenic bacteria (4,5), and also non-pathogenic bacteria can meet their iron demand by degradation of environmental heme. This becomes evident from the diverse set of heme uptake systems and heme oxygenases that catalyze the degradation of the protoporphyrin ring to biliverdin and the concomitant release of carbon monoxide and iron (6).

While heme represents an essential cofactor for a variety of proteins, this molecule also exhibits severe toxicity at high concentrations. Therefore, organisms have evolved sophisticated regulatory networks to tightly control heme uptake, detoxification (including export), synthesis and degradation (4). Several heme-regulated transcription factors have been described, including the heme activator protein (Hap) 1, which is an activator of genes required for aerobic growth of the yeast *Saccharomyces cerevisiae* (7); the transcription factor BACH1 (BTB and CNC homology 1), conserved in mammalian cells (8,9); and the rhizobial Irr protein, which is a heme-regulated member of the Fur family of transcriptional regulators (10–12).

In Gram-positive bacteria, two-component systems (TCSs) appear to play a prevalent role in heme-responsive signaling (13,14), as exemplified by the heme sensor system HssRS of *Staphylococcusaureus* and *Bacillusanthracis*, which controls the expression of the *hrtBA* operon, encoding a heme efflux system in both species (15,16). Remarkably, several members of the *Corynebacteriaceae* family, including the human pathogen *Corynebacterium diphtheriae* and the biotechnological platform strain *Corynebacterium glutamicum*, have two paralogous TCSs, namely, HrrSA and ChrSA, dedicated to heme-responsive control of gene expression (17–20). The kinases HrrS and ChrS were recently shown to perceive transient changes in heme availability by direct intramembrane interactions with heme (21,22). Heme binding triggers autophosphorylation of the sensor kinase, followed by transfer of the phosphoryl group to the cognate response regulators HrrA and ChrA. In *C. glutamicum*, significant cross-phosphorylation was observed between the closely related systems; however, this crosstalk is proofread by a highly specific phosphatase activity of the kinases toward the cognate response regulators under non-inducing conditions (23). While the ChrSA system appears to be mainly involved in rapid activation of the HrtBA detoxification system (19), previous data suggest that HrrSA coordinates a homeostatic response to heme (18). In recent studies, six direct target operons have been described for HrrA, including genes encoding enzymes involved in heme synthesis (*hemE*, *hemA* and *hemH*), heme utilization (*hmuO*, encoding a heme oxygenase) and the *ctaE-qcrCAB* operon, encoding components of the heme-containing cytochrome *bc*_1_-*aa*_3_ supercomplex of the respiratory chain (18). Expression of *hrrA* as well as *hmuO* is, furthermore, repressed by the global iron-dependent regulator DtxR in *C. glutamicum* under conditions of sufficient iron supply (24,25) thereby linking iron and heme regulatory networks in this organism.

The branched electron transport chain of *C. glutamicum* consists of the cytochrome *bc*_1_-*aa*_3_ supercomplex (encoded by *ctaD*, the *ctaCF* operon, and the *ctaE*-*qcrCAB* operon) and the cytochrome *bd* oxidase, encoded by the first two genes of the *cydABDC* operon (26). Although both the cytochrome *aa*_3_ oxidase and the *bd* oxidase are involved in the establishment of a proton-motive force, the *aa*_3_ oxidase is an active proton pump that is responsible for the increased proton translocation number (6 H^+^/2 e^−^) of the cytochrome *bc*_1_-*aa*_3_ supercomplex compared to that of the *bd* oxidase (2 H^+^/2 e^−^) (26). The presence of the cytochrome *bc*_1_-*aa*_3_ supercomplex is a characteristic feature of almost all actinobacteria, because members of this phylum lack a soluble cytochrome *c* and instead harbor a diheme cytochrome *c*_1_ that directly shuttles electrons from the *bc*_1_ complex to the *aa*_3_ oxidase (27–32). Furthermore, both terminal oxidases differ in heme content, as the *bc*_1_-*aa_3_* supercomplex harbors six heme molecules, while the *bd* oxidase harbors only three. Surprisingly, not much is known about the regulation of terminal oxidases in *C. glutamicum*. In addition to the described activation of the *ctaE-qcr* operon by HrrA, the hydrogen peroxide-sensitive regulator OxyR was described as a repressor of the *cydABCD* operon (33,34). Furthermore, the ECF sigma factor SigC (σ^C^) activates expression of the *cydABCD* operon (33,35). For σ^C^, a speculated stimulus is a defective electron transfer in the *aa*_3_ oxidase (35) and such a defect was observed under copper-deprivation or when heme *a* insertion was disturbed, which resulted in activation of the σ^C^ regulon (36,37).

Interestingly, the regulons of prokaryotic heme regulators described thus far comprise only a low number of direct target genes, which are mostly involved in heme export (e.g. *hrtBA*) or degradation (*hmuO*). This current picture of prokaryotic heme signaling, however, does not match the complexity of the cellular processes influenced by heme. In this study, we performed a time-resolved and genome-wide binding profiling of HrrA in *C. glutamicum* using chromatin affinity purification and sequencing (ChAP-Seq) of HrrA in *C. glutamicum* showing the transient HrrA promoter occupancy of more than 200 genomic targets in response to heme. The obtained results emphasize that HrrSA is a global regulator of heme homeostasis, which also integrates the response to oxidative stress and cell envelope remodeling. Transcriptome analysis (RNA-Seq) at different time points after heme induction revealed HrrA to be an important regulator of the respiratory chain by coordinating the expression of components of both quinol oxidation branches as well as menaquinol reduction. Remarkably, HrrA was found to prioritize the expression of operons encoding the cytochrome *bc*_1_-*aa*_3_ supercomplex by repressing *sigC* expression.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions

Bacterial strains used in this study are listed in Supplementary Table S1. The *C. glutamicum* strain ATCC 13032 was used as wild-type (29) and cultivations were performed in liquid BHI (brain heart infusion, Difco BHI, BD, Heidelberg, Germany), as complex medium or CGXII (38) containing 2% (w/v) glucose as minimal medium. The cells were cultivated at 30°C; if appropriate, 25 μg/ml kanamycin was added. *Escherichiacoli* (DH5α and BL21 (DE3)) was cultivated in Lysogeny Broth (Difco LB, BD, Heidelberg, Germany) medium at 37°C in a rotary shaker and for selection, 50 μg/ml kanamycin was added to the medium.

### Recombinant DNA work and cloning techniques

Cloning and other molecular methods were performed according to standard protocols (39). As template, chromosomal DNA of *C. glutamicum* ATCC 13032 was used for polymerase chain reaction (PCR) amplification of DNA fragments and was prepared as described previously (40). All sequencing and synthesis of oligonucleotides was performed by Eurofins Genomics (Ebersberg, Germany). For ChAP sequencing, the native *hrrA* was replaced with a twin-strep-tagged version of this gene using a two-step homologous recombination system. This system is based on the suicide vector pK19 *mob-sacB* (41,42), containing 500 bps flanking each site of the targeted sequence inside the *C. glutamicum* genome. The pK19*mob-sacB hrrA*-C-*twinstrep* plasmid was constructed using Gibson assembly of PCR products (primers indicated in Supplementary Table S2) and the cut pK19 vector (43).

### ChAP-Seq — sample preparation

The preparation of DNA for ChAP sequencing was adapted from (44). The *C. glutamicum* strain ATCC 13032::*hrrA*-C-*twinstrep* was used for the time series experiment. A preculture was inoculated in liquid BHI medium from a fresh BHI agar plate and incubated for 8–10 h at 30°C in a rotary shaker. Subsequently, cells were transferred into a second preculture in CGXII medium containing 2 % (w/v) glucose and 0 μM FeSO_4_ to starve the cells from iron. Protocatechuic acid (PCA), which was added to the medium, allowed the uptake of trace amounts of iron. From an overnight culture, six main cultures were inoculated to an OD_600_ of 3.0 in 1 l CGXII medium containing 4 μM hemin as sole iron source. For the time point t = 0, the cells were added to 1 l fresh CGXII containing no additional iron source. After 0, 0.5, 2, 4, 9 and 24 h, cells corresponding to an OD_600_ of 3.0 in 1 l were harvested by centrifugation at 4°C, 5000 × *g* and washed once in 20 ml CGXII. Subsequently, the cell pellet was resuspended in 20 ml CGXII containing 1 % (v/v) formaldehyde to crosslink the regulator protein to the DNA. After incubation for 20 min at RT, the cross linking was stopped by addition of glycine (125 mM), followed by additional incubation of 5 min at RT. After that, the cells were washed three times in buffer A (100 mM Tris–HCl, 1 mM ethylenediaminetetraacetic acid (EDTA), pH = 8.0) and the pellets stored overnight at −80°C. For cell disruption, the pellet was resuspended in buffer A containing ‘cOmplete’ protease inhibitor cocktail (Roche, Germany) and disrupted using a French press cell (SLM Ainco, Spectronic Instruments, Rochester, NY, USA) five times at 207 MPa. The DNA was fragmented to ∼500 bp by sonication (Branson Sonifier 250, Branson Ultrasonics Corporation, CT, USA) and the supernatant was collected after ultra-centrifugation (150 000 × *g*, 4°C, 1 h). The DNA bound by the twin-Strep-tagged HrrA protein was purified using Strep-Tactin XT Superflow column material (IBA Lifesciences, Göttingen, Germany) according to the supplier's manual (applying the gravity flow protocol, 1.5 ml column volume). Washing of the column was performed with buffer W (100 mM Tris–HCl, 1 mM EDTA, 150 mM NaCl, pH 8,0) and the tagged protein was eluted with buffer E (100 mM Tris–HCl, 1 mM EDTA, 150 mM NaCl, pH 8.0, added 50 mM D-Biotin). After purification, 1 % (w/v) sodium dodecyl sulphate was added to the elution fractions and the samples were incubated overnight at 65°C. For the digestion of protein, 400 μg/ml Proteinase K (AppliChem GmbH, Darmstadt, Germany) was added and incubated for 3 h at 55°C. Subsequently, the DNA was purified as following: Roti-Phenol/Chloroform/Isoamyl alcohol (Carl Roth GmbH, Karlsruhe, Germany) was added to the samples in a 1:1 ratio and the organic phase was separated using Phase Lock Gel (PLG) tubes (VWR International GmbH, Darmstadt, Germany) according to the supplier's manual. Afterwards, the DNA was precipitated by adding ice-cold ethanol (to a conc. of 70 % (v/v) and centrifugation at 16 000 × *g*, 4°C for 10 min. The DNA was washed with ice-cold 70 % (v/v) ethanol, then dried for 3 h at 50°C and eluted in dH_2_O.

### ChAP-Seq — sequencing and peak discovery

The obtained DNA fragments of each sample (up to 2 μg) were used for library preparation and indexing using the TruSeq DNA PCR-free sample preparation kit according to the manufacturer's instruction, yet skipping fragmentation of the DNA and omitting the DNA size selection steps (Illumina, Chesterford, UK). The resulting libraries were quantified using the KAPA library quant kit (Peqlab, Bonn, Germany) and normalized for pooling. Sequencing of pooled libraries was performed on a MiSeq (Illumina) using paired-end sequencing with a read-length of 2 × 150 bases. Data analysis and base calling were accomplished with the Illumina instrument software and stored as fastq output files. The sequencing data obtained for each sample were imported into CLC Genomics Workbench (Version 9, Qiagen Aarhus A/S, Aarhus, Denmark) for trimming and base quality filtering. The output was mapped to accession NC_003450.3 as *C. glutamicum* reference genome (29). Genomic coverage was convoluted with second order Gaussian kernel. The kernel was truncated at 4 sigmas (that is all kernel values positioned further then 4 sigmas from the center were set to zero) and expanded to the ‘expected peak width’. The expected peak width was estimated via the following procedure: (i) all the peaks higher than 3-fold mean coverage were detected. (ii) Points at which their coverage dropped below $\frac{1}{2}$ of the maximal peak height were found and the distance between them was considered as a peak width. (iii) The ‘estimated peak width’ was set equal to the median peak width. The convolution profile was scanned in order to find points where first derivative changes its sign from positive to negative (Supplementary Figure S1). Each such point was considered as a potential peak and was assigned with a convolution score (that is convolution with second order Gaussian kernel centred at the peak position). Furthermore, we explored the distribution of the convolution scores. It appeared to resemble normal distribution, but with a heavy right tail. We assumed that this distribution is indeed bimodal of normal distribution (relatively low scores) representing ‘noise’ and a distribution of ‘signal’ (relatively high scores). We fit the Gaussian curve to the whole distribution (via optimize.fit function from SciPy package; *http://www.scipy.org/*) and set a score thresholds equal mean + 4 sigmas of the fitted distribution. Further filtering with this threshold provided estimated FDR (false discovery rate) of 0.004–0.013 depending on a sample. Filtered peaks were normalized to allow inter-sample comparisons. Sum of coverages of the detected peaks was negated from the total genomic coverage. The resulting difference was used as normalization coefficient; that is peak intensities were divided by this coefficient.

### ChAP-Seq — estimation of confidence intervals

To compare peak intensities between the samples, we assessed the significance levels of the detected intensity values by an extensive *in silico* simulation of ChAP-seq experiments along with further peak-detection analyses.

The simulation consisted of the following steps: The reads were artificially generated from *C. glutamicum* genome (NC_003450.3) with the error rate (number of nucleotide mismatches) equal to the average error rate of the real HrrA ChAP-seq reads (estimated from the mapping statistics). The reads were taken from randomly selected spots in the genome (simulation of the non-peak coverage) and from the regions of the detected HrrA binding peaks with the probabilities proportional to the original peak intensities. Thus, we tried to emulate the original binding architecture. We also added a small amount (10% of the total simulated reads) of the sequences heavily affected by mismatches (25% mismatches for the original *C. glutamicum* sequences), as we wanted to account for around 10% of the unmapped reads in the original HrrA ChAP-seq experiments. Finally, the simulated reads were subjected to the computational peak-detection pipeline with the same parameters as in the original analyses. As a result, we obtained the peak intensity values for the detected peaks.

In total, we simulated 200 ChAP-seq samples, each containing 1.14M reads (the average amount of reads in the original samples). For each of the detected peaks we estimated the variation of the reported peak intensity among all the simulations. That is, for each peak intensity we estimated 0.95 confidence interval, as a difference between 97.5 and 2.5 percentiles. We discovered a strong positive correlation (0.94 Pearson) between the width of the confidence intervals and mean intensity (Supplementary Figure S2A). Therefore, we then normalized the width of the confidence intervals to the mean intensity values. The normalized confidence interval width (NCIW) appears to be a convenient metric as it is similar for all peaks, weakly dependent on their intensity. However, for the strongest peaks (peak intensity > 10) the NCIW is limited by 0.2, while for the weaker ones by 0.28 (Supplementary Figure S2B). Then we convert NCIW upper limits to the minimum confident fold changes by the following rule: min_fold = (1+NCIW/2)/(1-NCIW/2). Thus, we conclude that for the stronger peaks minimum confident fold change (*P*-value < 0.05) is ∼1.23, while for the weaker peaks it is ∼1.33.

### RNA-Seq — sample preparation

For RNA sequencing, *C. glutamicum* wild-type and the Δ*hrrA* mutant strain were cultivated under the same conditions as described for ChAP Sequencing. Both strains did not contain any plasmids and, hence, were cultivated without addition of antibiotics in biological duplicates. After 0 (no heme), 0.5 and 4 h, cells corresponding to an OD_600_ of 3 in 0.1 l were harvested in falcon tubes filled with ice by centrifugation at 4°C and 5000 × *g* for 10 min and the pellets were stored at −80°C. For the preparation of the RNA, the pellets were resuspended in 800 μl RTL buffer (QIAGEN GmbH, Hilden, Germany) and the cells disrupted by 3 × 30 s silica bead beating, 6000 rt/min (Precellys 24, VWR International GmbH, Darmstadt, Germany). After ultra-centrifugation (150 000 × *g*, 4°C, 1 h), the RNA was purified using the RNeasy Mini Kit (QIAGEN GmbH, Hilden, Germany) according to the supplier's manual. Subsequently, the ribosomal RNA was removed by running twice the workflow of the Ribo-Zero rRNA Removal Kit [Bacteria] (Illumina, CA, USA) in succession. Between steps, the depletion of rRNA as well as the mRNA quality was analysed using the TapeStation 4200 (Agilent Technologies Inc, Santa Clara, USA). After removal of rRNA, the fragmentation of RNA, cDNA strand synthesis and indexing was carried out using the TruSeq Stranded mRNA Library Prep Kit (Illumina, CA, USA) according to the supplier's manual. Afterward, the cDNA was purified using Agencourt AMPure XP magnetic beads (Beckman Coulter, IN, USA). The resulting libraries were quantified using the KAPA library quant kit (Peqlab, Bonn, Germany) and normalized for pooling. Pooled libraries were sequenced on a MiSeq (Illumina, CA, USA) generating paired-end reads with a length of 2  ×  75 bases. Data analysis and base calling were performed with the Illumina instrument software and stored as fastq output files.

### RNA-Seq — analysis

Sequencing reads quality was explored with the FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) tool. Since reads appeared to be of a good quality and did not harbor significant fraction of adapters or over-represented sequences, no pre-processing was undertaken. Identical reads were collapsed with a custom script in order to prevent gene levels’ misquantification caused by PCR overamplification. Reads were mapped to the *C. glutamicum* genome (NC_003450.3) with Bowtie2 (45). Bowtie2 was run with the following parameters: bowtie2 -1 [path to the reads, 1st mate] -2 [path to the reads, 2nd mate] -S [path to the mappings] –phred33 –sensitive-local –local –score-min C,90 –rdg 9,5 –rfg 9,5 -a –no-unal -I 40 -X 400 –no-mixed –ignore-quals.

The reads mapped to multiple locations were split proportionally between parental genes. That is, if 3 reads are mapped to gene A and gene B, expression of gene A is 10 and expression of gene B is 5, then 2 reads will go to gene A and 1 read to gene B. For each *C. glutamicum* gene (46) we assigned an expression value equal to the average read coverage over the gene region. These expression values were then normalized to TPM (transcripts per million) values (47).

Furthermore, we analyzed which genes are significantly differentially expressed between conditions. We set combinatorial thresholds on normalized GEC (gene expression change) [|expr1-expr2|/(expr1+expr2)] and MGE (mean gene expression) [log2((expr1+expr2)/2)] where ‘expr1’ is gene expression for the first condition and ‘expr2’ for the second. Thresholds were set in a way to achieve maximal sensitivity while keeping FDR < 0.05. FDR was estimated as GECintra/(GECintra + GECinter); where GECintra is a number of genes passed the thresholds based on intrasample GEC (that is, gene expression change between the replicates for the same condition), GECinter is a number of genes passed the thresholds based on intersample GEC (that is, gene expression change between two different conditions). Threshold function for GEC was defined as: 1 | if MGE < C; 2**(-A*MGE) + B | if MGE ≥ C; where A, B, C are parameters to be adjusted. Parameters A, B, C were adjusted with genetic algorithm optimization approach to achieve maximal sensitivity in discovery of differentially expressed genes while keeping FDR below    0.05.

### Measurement of cell-associated hemin

*C. glutamicum* was cultivated in 4 μM hemin as described above (see ChAP-Seq). To measure the cell-associated heme pool, CGXII minimal medium supplemented with 2% (w/v) glucose and 4 μM heme was inoculated to an OD_600_ of 3.5. Samples were taken 0.5, 2, 4, 9 and 24 h after addition of heme. Cells were harvested, resuspended in 100 mM Tris–HCl (pH 8) and adjusted to an OD_600_ of 100. Cells cultivated in 4 μM FeSO_4_ supplemented medium were taken as a control and harvested at the same time points. Absolute spectra of cells reduced with a spatula tip of sodium dithionite were measured at room temperature using the Jasco V560 with a silicon photodiode detector in combination with 5 mm light path cuvettes. Absorption values at 406 nm were normalized by subtracting the measured absorption values of Fe-cultivated cells.

### Electrophoretic mobility shift assays (EMSA)

The promotor regions of HrrA target genes (100 bp) were chosen based on the ChAP-Seq analyses and covered the maximal HrrA peak area (for primers see Supplementary Table S2). For quantitative measurements, Cy3-labeled oligonucleotides were used for the generation of the DNA fragments. Before addition of the DNA, HrrA was phosphorylated by incubation for 60 min with MBP-HrrSΔ1-248 in a ratio of 2:1 and 5 mM adenosine triphosphate. Binding assays were performed in a total volume of 20 μl using 15 nM DNA and increasing HrrA concentrations (75 and 375 nM) for the qualitative analyses and 10 nM DNA with increasing HrrA concentrations from 5–1000 nM for quantitative analyses, respectively. The binding buffer contained 20 mM Tris–HCl (pH 7.5), 50 mM KCl, 10 mM MgCl2, 5% (v/v) glycerol, 0.5 mM EDTA and 0.005% (w/v) Triton X-100. After incubation for 20 min at room temperature, the reaction mixtures were loaded onto a 10 % native polyacrylamide gel and subsequently separated and documented using a Typhoon TrioTM scanner (GE healthcare). The band intensities of unbound DNA were quantified using Image Studio Lite (Licor, Bad Homburg, Germany). The band intensities were normalized to the lane containing no DNA and plotted against the HrrA concentration in log_10_ scale. Apparent *K*_d_ values were calculated based on at least three gels each using a sigmoidal fit and the software GraphPad Prism 8. For the sigmoidal fit, *Y* = 0 and *Y* = 1 were set as top and bottom constraints. The turning point of the curve was defined as the apparent *K*_d_.

### TMPD oxidase assay

*C. glutamicum* wild-type strain and the Δ*hrrA* mutant were cultivated to an OD_600_ of 4 in CGXII minimal with or without the addition of 4 μM hemin. Subsequently, cells were disrupted in a Precellys^®^ homogenisator (VWR International GmbH, Darmstadt, Germany) using zirconia/silica-beads (Ø 0.1 mm, Roth, Karlsruhe) in 100 mM Tris–HCl (pH 7.5) buffer. Ultracentrifugation at 200 000 × *g* for 1 h was used for membrane isolation. The pellet was resuspended in 100 mM Tris×HCl buffer and the protein concentration was determined using a BCA assay. The N,N,N’,N’-Tetramethyl-*p*-phenylenediamine (TMPD) oxidase activity in the membrane faction was measured spectrophotometrically at 562 nm in a TECAN Reader (Thermo Fisher Scientific, Massachusetts, US) by injecting 200 μM TMPD (37). An extinction coefficient of 10.5 mM^−1^ cm^−1^ was used (48). One unit of activity was defined as 1 μmol of TMPD oxidized per minute. As a control for autooxidation, a sample containing only 100 mM Tris–HCl buffer was recorded after TMPD addition and substracted from the actual rates. Significance was evaluated by an unpaired t-test with a 95% confidence interval.

## RESULTS

### Genome-wide profiling of HrrA promoter occupancy

In previous studies, a number of direct HrrA target operons were described in *C. glutamicum* and *C. diphtheriae*, suggesting an important role of the HrrSA TCS in the control of heme homeostasis (17–20). It has to be noted, that the membrane embedded HrrS sensor kinase is also activated by endogenously synthesized heme (21) and that the addition of external heme leads to a boost of the HrrSA response. In this study, we investigated the genome-wide binding profile of HrrA using chromatin affinity purification of twin-Strep-tagged HrrA combined with DNA sequencing (ChAP-Seq). Importanty, qPCR experiments confirmed wild-type level expression of the twin-Strep-tagged version of HrrA.

To obtain insights into the stimulus-dependent DNA association and dissociation, *C. glutamicum* cells were grown in iron-depleted glucose minimal medium, and samples were obtained before (T_0_) and 0.5, 2, 4, 9 and 24 h after the addition of 4 μM hemin. HrrA was purified, and the bound DNA fragments were sequenced (Figure 1A). We obtained substantial enrichment of known HrrA targets in response to heme (e.g. after 0.5 h: 5-fold *hmuO*, 54-fold *hemE*, 105-fold *ctaE*; Figure 1B–D, respectively) and identified more than 200 previously unknown HrrA-bound regions in the *C. glutamicum* genome (Supplementary Table S3).

**Figure 1.**
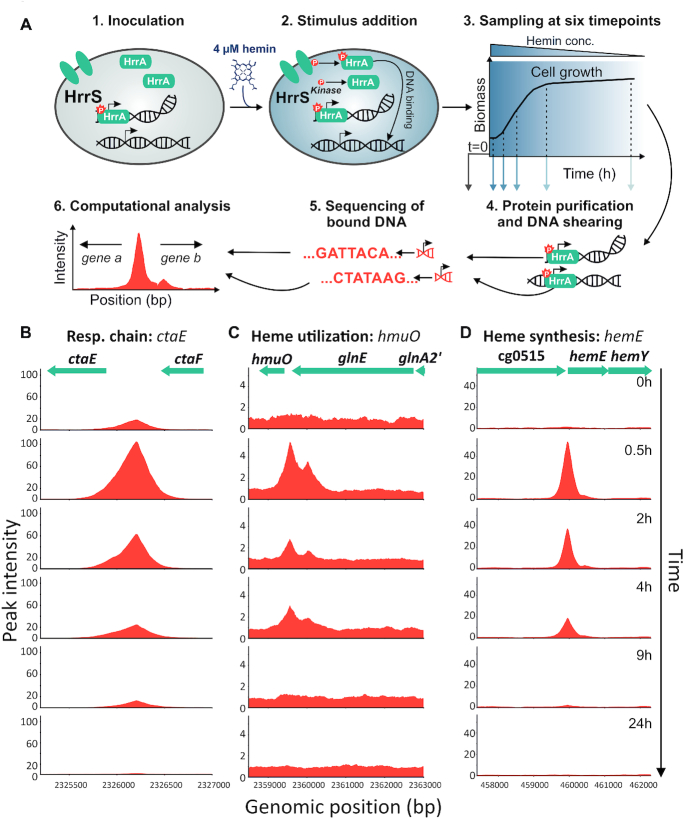
Genome-wide profiling of HrrA binding in response to addition of external heme. (**A**) ChAP-Seq analysis of the *Corynebacterium glutamicum* strain ATCC 13032::*hrrA*-C-twinstrep grown in iron-depleted glucose minimal medium before and after addition of 4 μM hemin. The experimental approach is briefly depicted: cells were harvested at the indicated time points, twin-Strep tagged HrrA was purified and co-purified DNA was sequenced to identify HrrA genomic targets. This approach resulted in the identification of more than 200 genomic regions bound by HrrA upon addition of hemin after 30 min. Exemplarily shown is the HrrA binding to regions upstream of operons involved in (**B**) the respiratory chain (*ctaE*), (**C**) heme degradation (*hmuO*) and (**D**) heme biosynthesis (*hemE*).

As expected, the highest number of peaks was identified at the first time point after the heme pulse (0.5 h), with 199 peaks meeting our applied threshold (distance of <800 bp to the closest downstream or <200 bp to the closest upstream transcription start site (TSS)). In comparison, only 15 peaks showed a more than 2-fold enrichment before hemin addition (T_0_, Supplementary Table S3 and Figure S3). It has to be noted, that these 15 peaks detected at T_0_ appear to be specific HrrA targets, since none of them was detected in an input control sample. Overall, these data illustrate the fast and transient DNA binding by HrrA in response to heme. In general, the majority of the discovered HrrA binding sites were close to TSSs (Supplementary Figure S4). The binding of HrrA to 11 selected targets was confirmed by electrophoretic mobility shift assays (Supplementary Figure S5), and a palindromic binding motif was deduced (Figure 2B and Supplementary Figure S6).

**Figure 2.**
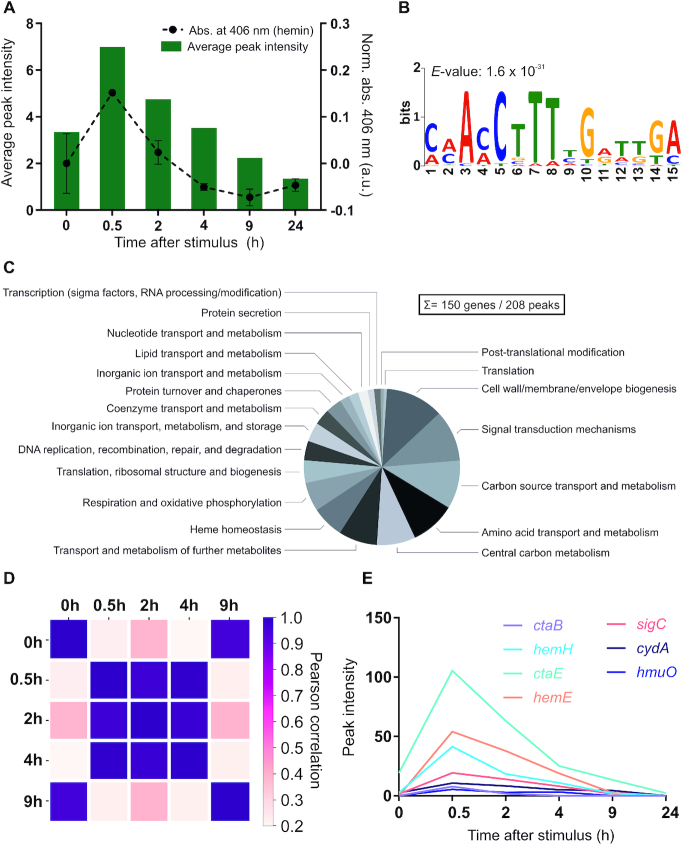
ChAP-Seq analysis revealed HrrA as a global regulator of heme homeostasis in *Corynebacterium glutamicum*. (**A**) HrrA binding in response to the addition of hemin. The bar plot reflects the average peak intensities among detected peaks in ChAP-Seq experiments (<800 bp to the next TSS). The binding was correlated with the amount of cell-associated hemin (dashed line), measured at corresponding time points by spectroscopy as described in ‘Materials and Methods’ section. (**B**) A binding motif was deduced from the sequences of the top 25 peaks (T_0.5_) using MEME v.5 analysis (http://meme-suite.org). (**C**) Pie chart presenting HrrA targets, which can be attributed to known functional categories (total of 272 genes, among which 128 encode proteins of unknown function, e.g. target genes within the CGP3 prophage region were excluded). For a complete overview of HrrA targets, see Supplementary Table S3. (**D**) Proportional behavior of the HrrA regulon. For each peak that passed the threshold (distance of <800 bp to the closest downstream or <200 to the closest upstream TSS) at time point A, the highest peak in the same region (±50 nt from the center of the peak) was selected for time point B and *vice versa*. Thus, ‘paired’ peaks for these two time points were obtained, and the Pearson correlation of the intensities of all paired peaks was calculated for all six time points. (**E**) Peak intensities of selected HrrA targets over time, as identified by ChAP-Seq.

The HrrA binding patterns depicted in Figure 1B–D are representative of many bound regions. Thirty minutes after the heme pulse, the average peak intensities increased ∼2.5-fold in comparison to those at T_0_ (Figure 2A). After 2 h of cultivation in hemin, the average peak intensity is declining and is, after 9 h, already below the starting level at T_0_ reaching a minimum in stationary phase (24 h). This is likely the result of the pre-cultivation and main cultivation under iron starvation conditions leading to a lowered intracellular heme pool. The dissociation of HrrA from its target promoters is, consequently, caused by rapid depletion of heme and a switch of HrrS from kinase to phosphatase state (23). Heme depletion was confirmed by spectroscopy of *C. glutamicum* cells (Figure 2A, dashed line) and was also obvious upon visual inspection (Supplementary Figure S7). Of all peaks, that passed our threshold, 128 were upstream of genes encoding hypothetical proteins, while 150 could be assigned to genes with known or predicted function (Figure 2C). Furthermore, we assessed the significance levels of HrrA binding changes between samples from different conditions or/and time-points. It turned out, that for the stronger peaks (peak intensity > 10) the minimum significant fold change (*P*-value < 0.05) is ∼1.23, while for the weaker peaks (peak intensity < 10) it is ∼1.33 (see ‘Materials and Methods’ section).

To analyze the synchronicity in the HrrA regulon, peak intensities were correlated over time. A relatively high correlation between peak intensities for the time points 0.5, 2 and 4 h (Figure 2D) showed that the system reacted proportionally for a majority of the binding sites and the strength of HrrA binding changed in response to heme availability. Relaxation of the system was observed after 9 h where peak intensities correlated well with T_0_.

### The HrrSA TCS coordinates heme homeostasis by integrating the response to oxidative stress and cell envelope remodeling

Our dataset confirmed the binding of HrrA to all previously known targets, including genes encoding components of heme biosynthesis (*hemE*, *hemH* and *hemA*), degradation (*hmuO*) and export (*hrtBA*) pathways and heme-containing complexes of the respiratory chain (*ctaE*-*qcrCAB* operon and *ctaD*). A comprehensive overview of all identified HrrA targets is presented in Supplementary Table S3; selected target genes are listed in Table 1. Among the more than 180 novel targets identified in this study, we observed HrrA binding upstream of *ctaB*, which encodes a protoheme IX farnesyltransferase that catalyzes the conversion of heme *b* to heme *o* (26) and upstream of *ctaC*, which encodes subunit 2 of the cytochrome *aa*_3_ oxidase. Remarkably, HrrA binding was also observed upstream of the *cydABDC* operon, which encodes the cytochrome *bd* oxidase of the respiratory chain. Altogether, this set of target genes highlights the global role of the HrrSA system in heme-dependent coordination of both branches of the respiratory chain. The HrrA regulon appeared to cover also the aspect of cofactor supply for the respiratory chain, as several HrrA targets encode enzymes involved in menaquinone reduction (*sdhCD*, *lldD* and *dld*).

**Table 1.** Selected target genes of HrrA

Locus tag	Gene name	Annotation	Dist. TSS^a^	Peak intensity^b^	log_2_(Δ*hrrA*/wt)^c^ T 0.5 h	log_2_(Δ*hrrA*/wt)^c^ T 4 h
**Heme homeostasis/metabolism**						
cg2445	***hmuO***	Heme oxygenase	43	5.4	−3.1	−3.8
cg0516	***hemE***	Uroporphyrinogen decarboxylase	17	54	3.1	2.2
cg0497	***hemA***	Glutamyl-tRNA reductase	−162	13	0.7	1.0
cg0517	***hemY***	Protoporphyrinogen oxidase	429	3.0	2.8	1.6
cg2079	***hemQ***	Putative chlorite dismutase-family protein, conserved		19	2.8	1.8
cg3156	***htaD***	Secreted heme transport-associated protein	−108	15	−0.3	−1.1
cg1734	***hemH***	Ferrochelatase	21	41	4.0	2.2
cg3247	***hrrA***	Heme-dependent response regulator	108	3.7	n.d.	n.d.
cg2201	***chrS***	Heme-dependent histidine kinase (*chrSA* operon)	32	2.5	−0.4	1.3
cg2202	***hrtB***	Heme exporter (*hrtBA* operon)	78	2.5	−1.0	4.3
**Respiratory chain**						
cg2406	***ctaE***	Cytochrome *aa*_3_ oxidase, subunit 3	307	105	−1.7	−0.8
cg2780	***ctaD***	Cytochrome *aa*_3_ oxidase, subunit 1	197	36	−1.1	−0.9
cg1301	***cydA***	Cytochrome *bd* oxidase	192	11	−0.7	−2.6
cg2409	***ctaC***	Cytochrome *aa*3 oxidase, subunit 2	47	22	−1.4	−1.0
cg1773	***ctaB***	Protoheme IX farnesyltransferase	667	7.9	0.4	−1.4
cg0445	***sdhC***	Succinate:menaquinone oxidoreductase, cytochrome b subunit	83	38	−1.7	−1.6
cg3226		L-lactate permease, operon with *lldD*	533	5.5	−1.7	0.9
**Glucose uptake**						
cg2121	***ptsH***	Phosphocarrier protein HPr, general component of PTS	−70	2.1	−1.2	−0.3
cg1537	***ptsG***	Glucose-specific EIIABC component EIIGlc of PTS	70	1.6	−1.1	−0.1
cg2091	***ppgG***	Polyphosphate glucokinase	199	266	0.2	−0.8
cg0223	***iolT1***	Myo-Inositol transporter 1, alternative glucose uptake system	73	2.0	−1.0	−0.7
**Signal transduction**						
cg0986	***amtR***	Master regulator of nitrogen control, repressor, TetR-family	366	1.8	0.3	0.1
Cg2461	***benR***	Transcriptional regulator, LuxR-family	229	5.6	−0.1	−1.2
cg2761	***cpdA***	cAMP phosphodiesterase	309	4.2	0.4	−0.5
cg0309	***sigC***	Extracytoplasmid-function σ factor, control of branched quinol oxidation pathway	29	19	2.1	0.6
cg0444	***ramB***	Transcriptional regulator, involved in acetate metabolism	83	38	−0.7	−0.6
cg2831	***ramA***	Transcriptional regulator, acetate metabolism, LuxR-family	−10	2.1	−0.5	0.6
**Oxidative stress**						
cg0310	***katA***	Catalase	132	19	−0.7	−1.2
cg0831	***tusG***	Trehalose uptake system, ABC-type, permease protein	−30	1.8	0.0	−0.2
cg1791	***gapA***	Glyceraldehyde-3-phos. dehydrogenase, glycolysis	86	3.9	−0.3	−0.4
cg1069	***gapB***	Glyceraldehyde-3-phos. dehydrogenase, gluconeogenesis	175	2.4	1.6	−0.1
**Cell envelope**						
cg2077	***aftC***	arabinofuranosyltransferase	271	3.0	−0.3	−0.2
cg3323	***ino1***	D-myo-inositol-1-phosphate synthase	−46	4.2	1.7	0.6
cg0337	***whcA***	WhiB homolog, role in SigH-mediated oxidative stress response	−21	2.1	−0.5	−0.7
cg0306	***lysC***	Aspartate kinase	32	13	0.7	0.1
cg0422	***murA***	UDP-N-acetylenolpyruvoylglucosamine reductase	591	3.5	−0.3	−0.1

^a^Distance of the HrrA binding peak, identified via ChAP-Seq, to the start codon (TSS).

^b^The corresponding peak intensity.

^c^Relative ratio of the transcript levels of the Δ*hrrA* deletion mutant compared to the wild-type (log_2_ fold change). The values are derived from a comparison between the two strains 0.5 and 4 h after hemin addition. The log_2_(Δ*hrrA*/wt) value for was not determined for the deleted *hrrA* gene (n.d.).

This table summarizes results from the HrrA ChAP-Seq analysis of the *C*. *glutamicum* strain ATCC 13032::hrrA-C-twinstrep and the transcriptome analysis of *C. glutamicum* wild-type and strain ΔhrrA (complete datasets are provided in Supplementary Tables S3 and 4, respectively). For both experiments, cells were grown on glucose minimal medium and 4 M heme (see ‘Materials and Methods’ section).

Besides the known heme biosynthesis targets (*hemE*, *hemH* and *hemA*), HrrA binding was also observed upstream of a gene (*hemQ*) encoding a putative dismutase-family protein. However, in actinobacteria, it was proposed that these proteins do not possess chlorite dismutase activity but instead are essential for heme synthesis (49). Furthermore, we observed binding of HrrA upstream of the *chrSA* operon encoding the second TCS involved in heme-dependent regulation in *C. glutamicum*. This finding therefore confirmed the previously postulated cross-regulation of these TCS at the level of transcription (24,50).

Furthermore, HrrA binding was also observed upstream of several genes involved in the oxidative stress response, including *katA*, encoding catalase, *tusG*, encoding a trehalose uptake system (51), and upstream of *gapA* and *gapB* (glyceraldehyde-3-phosphate dehydrogenase, glycolytic and gluconeogenetic, respectively) (52,53). In line with these findings, the phenotypic analysis of a *C. glutamicum hrrA* mutant revealed a significantly higher sensitivity to oxidative stress (treatment with H_2_O_2_) in comparison to the wild-type (Supplementary Figure S8). These findings suggest that the HrrSA system not only controls heme biosynthesis and degradation but also integrates the response to heme-induced oxidative stress.

A further important class of HrrA targets is represented by genes associated with the regulation or maintenance of the *C. glutamicum* cell envelope. The gene products of these previously unknown HrrA targets are, for instance, involved in the synthesis of peptidoglycan (*murA*), the peptidoglycan precursor meso-2,6-diaminopimelate (mDAP), inositol-derived lipids (*ino1*) and arabinogalactan (*aftC*). Furthermore, HrrA binding was revealed upstream of a number of genes encoding global transcriptional regulators (e.g. *ramA*, *ramB* and *amtR*), adding a further level of complexity to this systemic response to heme.

### Temporal dynamics of promoter occupancy reveal hierarchy in the HrrA regulon

With the time-resolved and genome-wide analysis of HrrA binding, we were also able to visualize distinct binding patterns of HrrA in response to addition and depletion of heme. Consequently, we asked whether the binding patterns (ChAP-Seq coverage) could provide information regarding the apparent dissociation constant (*K*_d_) of HrrA to specific genomic targets. We compared the *in vivo* binding patterns of HrrA to *ctaE*, *hmuO* and *cydAB* (Figure 1 ,2E and Supplementary Table S3). While a comparably high peak was observed upstream of the *ctaE* promoter—even before the addition of heme (T_0_)—the binding of HrrA to the promoter of *hmuO* occurred with apparently high stimulus dependency and appeared to be rather transient, as HrrA was fully dissociated from this promoter 9 h after the addition of hemin (Figure 1B and C).

Subsequently, we determined the *in vitro* affinity of phosphorylated HrrA to the promoter regions of *ctaE*, *cydAB* and *hmuO* (Table 2 and Supplementary Figure S9). Consistent with the ChAP-Seq data, we measured the highest affinity of HrrA to P*_ctaE_*with an apparent *K*_d_ of 125 nM. We therefore hypothesize that the *ctaE* promoter is a prime target that is constitutively activated by HrrA (Supplementary Table S3) to maintain high gene expression of the operon encoding the *bc*_1_–*aa*_3_ supercomplex. In line with this hypothesis, we also found a high HrrA binding peak upstream of the other operons encoding components of the *bc*_1_–*aa*_3_ supercomplex (*ctaD* and *ctaCF*, Table 1 and Supplementary Table S3).

**Table 2.** Apparent *K*_d_values of HrrA to the promoters of *hmuO*, *ctaE*, *sigC* and *cydA*

Promoter	Function	Apparent *K*_d_ value (nM)	95% confidence interval (nM)	R²	Peak intensity after hemin addition (ChAP-Seq)
P*_hmuO_*	Heme oxygenase	196	182–212	0.95	10
P*_ctaE_*	Cytochrome *aa*_3_ oxidase	125	117–132	0.97	53
P*_sigC_*	ECF sigma factor σ^C^	271	247–299	0.96	25
P*_cydA_*	Cytochrome *bd* oxidase	350	318–386	0.96	18

The affinity of phosphorylated HrrA to the indicated regions was measured using purified protein in increasing concentrations and its ability to shift 10 nM DNA fragments of ∼100 bp size covering the maximal ChAP-Seq peak (for detailed information, see Supplementary Figure S9).

In contrast, we measured an almost 3-fold higher apparent *K*_d_ (350 nM) for P*_cydAB_*, which was consistent with the relatively transient binding pattern observed for this target. With an apparent *K*_d_ of 196 nM, the *in vitro* binding affinity of HrrA to the *hmuO* promoter was rather high considering the genomic coverage measured in the ChAP-Seq analysis. However, *in vitro* analysis does not account for the widespread interference among regulatory networks *in vivo*. In the particular example of *hmuO*, the pattern of HrrA binding was likely the result of interference with the global regulator of iron homeostasis, DtxR, which has previously been described to repress *hmuO* expression by binding to adjacent sites (54). Taken together, these results suggest that *in vivo* promoter occupancy is not only influenced by the binding affinity of the regulator to the particular target, but also significantly shaped by network interference. Consequently, high *in vivo* promoter occupancy indicates high binding affinity, but conclusions based on weakly bound regions may be confounded by competition with other binding factors.

### HrrA activates the expression of genes encoding components of both branches of the quinol oxidation pathway

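The *hrrA* transcript (cg3247), which encodes the response regulator removed in the mutant, was close to 0 TPM in every Δ*hrrA* library and present in every wild-type library. In wild-type cells it stood at 78.8 ± 3.83 TPM (SD, n = 2 cultures) before heme was added, at 50.7 ± 9.16 TPM after 0.5 h and at 214 ± 8.36 TPM after 4 h, and the lowest wild-type library held 44.26 TPM. In Δ*hrrA* cells its mean was 0.065 TPM at 0 h, 0.07 TPM at 0.5 h and 0.15 TPM at 4 h, with 0.24 TPM in the highest library. The log2(Δ*hrrA*/wt) of *hrrA* was −6.23 at 0 h (SE 0.22, adjusted p = 2.6e-09 from limma), −5.58 at 0.5 h (adjusted p = 3e-09) and −7.55 at 4 h (adjusted p = 6.6e-10), sizes that depend on the pseudocount of the log2 scale. RNA was sequenced from the *C. glutamicum* type strain and its Δ*hrrA* mutant, both starved of iron and then grown in glucose minimal medium with heme as the iron source. Samples were taken at 0, 0.5 and 4 h, which gives 6 groups of 2 biological replicates. According to the paper the cells at 0 h had received no heme and the later ones 4 μM, while the sample labels name 4 μM at each time, and the paper's values are used here. The authors removed ribosomal RNA, collapsed identical reads, mapped the reads to the *C. glutamicum* genome with Bowtie2 in local mode and divided reads that mapped to several places in proportion to expression. They deposited, per gene and library, the average read coverage normalized to TPM, so that every library has the same sum. Collapsing identical reads can lower the values of very abundant transcripts, and dividing shared reads makes the values of near-identical genes uncertain. TPM keep no record of sequencing depth, so the number of reads behind each value is unknown. Of the 3058 genes in the deposited tables, 2832 reached a mean of 5 TPM over the 12 libraries and were tested with limma on log2(TPM + 1), a scale that understates the changes of low genes. All 6 groups shared one estimate of the spread, p-values were two-sided and adjusted by the method of Benjamini and Hochberg within each comparison, and counts of changed genes also required a fold change of at least 2. The median log2(Δ*hrrA*/wt) of all tested genes was −0.13 at 0 h, 0.12 at 0.5 h and −0.24 at 4 h, and scaling the libraries by median ratios took it to −0.01, −0.05 and 0.04, so that small changes are to be read relative to this shift. Gene names come from the paper's Tables S3 and S4, which name 350 of the 3058 genes, and other genes are given by locus tag. The gene lists and the rule for the genes named here were fixed before the data were examined, but after Tables S3 and S4, which hold values from these samples, had been seen.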

To evaluate how HrrA binding affects the expression of individual target genes, we analyzed the transcriptome (RNA-Seq) of the *C. glutamicum* wild-type strain (ATCC 13032) as well as a Δ*hrrA* mutant (Supplementary Table S4). Analogous to the ChAP-Seq experiments, RNA-Seq analysis was performed prior to the addition of heme (T_0_) as well as 0.5 and 4 h after the heme pulse (in medium containing no other iron source). The RNA-Seq analysis was performed in two independent biological replicates (for inter-replicate variation, see Supplementary Table S5).

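The most abundant transcript of wild-type cells at 0 h was *ftn*, which encodes the iron storage protein ferritin, at 21373 ± 253 TPM (SD, n = 2). Among genes of at least 100 TPM, replicates differed least in Δ*hrrA* at 0 h, with a standard deviation of 0.070 on the log2 scale, and most in Δ*hrrA* at 4 h, with 0.218, where the other groups reached at most 0.126. Over all tested genes, low ones included, the standard deviation was highest in wild-type cells at 0 h, at 0.291, and lowest in wild-type cells at 0.5 h, at 0.139. Across genes with a summed TPM of at least 5, Pearson's r between the replicates of wild-type cells was 0.9986 at 0 h, 0.9990 at 0.5 h and 0.9975 at 4 h. For Δ*hrrA* it was 0.9995, 0.9973 and 0.9963 at the same times. Genes are not independent replicates, and these correlations were given no test.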

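Before heme was added, genes of iron uptake, nitrogen control and heme export were lower in Δ*hrrA* cells than in wild-type cells, and genes of arginine biosynthesis were higher. Of 19 genes of siderophore and iron uptake 15 fell and none rose, with log2(Δ*hrrA*/wt) of −3.03 for the siderophore transporter ATPase gene cg0768, −2.99 for the permease gene cg0927 and −2.94 for cg0767. Of 17 genes of nitrogen control by AmtR 16 fell, among them *urtA* of the urea transporter at −3.32 (83.5 ± 3.35 to 7.49 ± 0.87 TPM, SD, n = 2) and the ammonium transporter genes *amtA* at −2.99 and *amtB* at −2.31, while the glutamate synthase gene *gltD* rose by 1.34. Of 8 arginine biosynthesis genes 7 rose, led by *argC* at 1.96 and *argD* at 1.58, and the remaining gene, *argH*, had −0.12. All 8 ATP synthase genes were higher, by a median of 0.45, with *atpA* at 0.72. In the list of heme degradation, heme export and their regulators 5 of 6 genes fell, namely the heme oxygenase gene *hmuO* (−4.35, from 179 ± 19.9 to 7.84 ± 1.2 TPM), the heme exporter genes *hrtA* (−3.24) and *hrtB* (−2.95), and *chrS* (−1.65) and *chrA* (−1.30) of the ChrSA system. Heme uptake genes fell in 5 of 7 cases, with *htaA* at −2.35, *hmuV* at −2.25, cg0467 at −0.94, cg0468 at −0.68 and *htaD* at −1.00. The call for *htaD* was lost without the second wild-type replicate (−0.64, adjusted p = 0.18) or the first Δ*hrrA* replicate (−0.73, adjusted p = 0.19) at 0 h, and without any of 3 libraries at 4 h (adjusted p from 0.051 to 0.054). Outside the lists, the largest increases were those of *oppD*, an ATPase gene of a peptide transporter, at 5.48 (6.15 ± 0.806 to 317 ± 12.8 TPM), the ArsR-family regulator gene cg2320 at 3.73, cg1246 at 3.34 and the secreted protein gene cg1247 at 3.14. *cepA*, a putative toxin efflux permease gene, fell by 4.09. Without a fold limit, as in the list counts, 548 of all 2832 tested genes were higher and 919 lower at 0 h. In all, 236 genes changed at least 2-fold with an adjusted p under 0.05 from limma, 72 higher and 164 lower. Median-ratio scaling gave 103 higher of 239 genes and quantile normalization 107 higher of 242.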

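Sulfur, copper, heat shock and aromatic compound genes were also lower in Δ*hrrA* cells at 0 h, mostly by smaller margins. For sulfate assimilation 8 of 9 genes were lower (*cysN* −0.50, *cysH* −0.45), but 4 under median-ratio scaling. For sulfonate use 6 of 7 were lower, led by the regulator gene *ssuR* at −2.31, but 3 under median-ratio scaling and 2 under quantile normalization. At 0 h 2 were lower without the second wild-type replicate, 2 without the second and 3 without the first Δ*hrrA* replicate. All 6 methionine synthesis genes were lower, with *metY* at −0.82 and *metB* at −0.57. Of 6 copper homeostasis genes 5 fell, namely *copO* (−2.63), *copR* (−1.76), *copS* (−1.20), *copB* (−0.98) and the copper export ATPase gene *copA* (−0.40), and *csoR* had 0.37 and was called higher under median-ratio scaling. Of 5 heat shock genes 4 were lower, namely cg3099 (−0.57), the chaperone gene *dnaK* (−0.52), cg3098 (−0.45) and cg3097 (−0.32, not called under median-ratio scaling). In protocatechuate catabolism 7 of 10 genes fell, with *pcaF* at −2.00 and *pcaD* at −1.74, and *pcaC* was higher at 0.27. Among 9 genes of iron storage and Fe-S assembly, cg3327 (0.76), cg1759 (0.42) and *sufU* (0.24) were higher, and cg1765 (−0.33), cg1764 (−0.33), *sufD* (−0.32), *ftn* (−0.25) and *sufC* (−0.17) were lower. None of those 5 was called under median-ratio scaling, and *sufC* lost its call without the first wild-type replicate (adjusted p = 0.13) or either Δ*hrrA* replicate (adjusted p = 0.11 and 0.081) at 0 h. Adjusted over the list alone with limma, the counts at 0 h were those given, except 9 lower in sulfate assimilation, 7 lower in sulfonate use and *argH* lower in arginine biosynthesis. Most members of these lists, though none of the heat shock genes, stand in Table S4, so that their direction is not independent evidence. At 0 h, *gltD*, *argH*, *chrA*, *copS*, *copB*, *pcaC*, *sufU*, *sufD*, cg3327, cg0467, cg0468, cg1764 and cg1765 are named after their values were seen.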

At T_0_, before the addition of heme, already 212 genes showed a more that 2-fold altered expression level in Δ*hrrA* cells compared to wild-type cells (Δ*hrrA*/wt). Directly after the addition of heme (0.5 h), the expression of 309 genes changed more than 2-fold. 

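After 0.5 h with heme, Δ*hrrA* cells held far more transcript of arginine biosynthesis genes and of *leuC* and *leuD* than wild-type cells. Increases and decreases here are differences of Δ*hrrA* from wild-type at 0.5 h, not changes over time. The genes of isopropylmalate isomerase, an enzyme of leucine synthesis, had the largest increases, with *leuD* at a log2(Δ*hrrA*/wt) of 4.16 (82 ± 6.89 to 1481 ± 97.9 TPM, SD, n = 2) and *leuC* at 4.13 (67.5 ± 0.0141 to 1198 ± 14.8 TPM). All 8 arginine biosynthesis genes rose, by a median of 3.52, with *argC* at 3.66 and *argB* at 3.61. The 8 ATP synthase genes rose as well, by a median of 2.07, with *atpA* at 2.27 and *atpH* at 2.19. The putative multicopper oxidase gene cg1080 was higher by 3.97 and cg2320 by 3.86. The largest decreases outside *hrrA* were those of *cepA* at −3.76, *hmuO* at −2.95, the putative membrane protein gene cg0162 at −2.70 and the permease gene cg3399 at −2.68. All 6 copper homeostasis genes fell, with *copA* at −2.15 (4329 ± 103 to 979.5 ± 97.4 TPM) and the copper repressor gene *csoR* at −1.76, but *copR* (−1.11) lost its call without the first wild-type (adjusted p = 0.054) or the second Δ*hrrA* replicate (adjusted p = 0.068) at 0.5 h. Of 9 genes of iron storage and Fe-S assembly 7 fell, with *sufC* at −1.33 and *sufS* at −1.30, while cg3327 was higher at 0.59. All 5 heat shock genes were lower than in wild-type, with cg3097 at −0.87 and *dnaK* at −0.81. In all 306 genes changed at least 2-fold with an adjusted p under 0.05 from limma. cg3327 is named after its values were seen.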

(Supplementary Table S4 and Figure 3A, orange dots). Of these genes, 174 were upregulated and 135 were downregulated in the *hrrA* deletion strain. 

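Higher in Δ*hrrA* cells 0.5 h after heme were 169 genes, which include all 8 of arginine biosynthesis and all 8 of the ATP synthase. Lower were 137 genes, which include *copA* and *csoR* of copper homeostasis, *pcaD* (−2.21) and *pcaF* (−2.06) of protocatechuate catabolism and the siderophore transporter gene cg0927 (−1.09). Without a fold limit, 9 of 10 protocatechuate genes, 8 of 19 siderophore and iron uptake genes and all 9 sulfate assimilation genes were lower, the last by a median of −0.70. By this threshold 1045 of all 2832 tested genes were higher and 586 lower at 0.5 h, and list counts are to be read beside these. Of the sulfonate genes *ssuR* (−1.63), *seuA* (−0.79), *ssuI* (−0.55), *ssuC* (−0.47) and *ssuD1* (−0.32, lost without any 1 of the 4 libraries at 0.5 h, adjusted p from 0.061 to 0.15) were lower. Of the methionine genes *metY* (−1.15), *metA* (−0.53), *metH* (−0.51) and *metB* (−0.22) were lower and cg1290 (0.77) was higher. Beside *hmuO*, the export and regulator genes *hrtA* (−1.04), *hrtB* (−1.02), *chrA* (−0.41) and *chrS* (−0.45, lost without the second replicate of either strain at 0.5 h, adjusted p = 0.083 and 0.066) were lower, and without the second wild-type replicate at 0.5 h this list held 3 lower genes. Of the heme uptake genes *htaA* (−1.34) and cg0467 (−0.81) were lower and cg0468 was higher at 0.45, a gene called under neither other scaling. In nitrogen control 8 of 17 genes were higher, such as *urtA* at 1.14 and *amtA* at 0.84, and *gltD* (−2.16), *glnK* (−0.30) and *amtB* (−0.35, lost without any 1 of the 4 libraries at 0.5 h, adjusted p from 0.053 to 0.13) were lower. Median-ratio scaling called 5 higher and 5 lower. Both at 0 h and at 0.5 h, 39 genes were at least 2-fold higher, where independent lists of these sizes would share 4.3, and 56 at least 2-fold lower, where independent lists would share 7.9. In opposite directions moved *urtA*, *gltD*, *codA* (−1.76 at 0 h and 1.05 at 0.5 h) and the AhpD-family protein gene cg2674 (1.30 and −1.18). By median-ratio scaling 120 of 305 changed genes were higher at 0.5 h, and by quantile normalization 137 of 283, with adjusted p from limma. The counts at 0.5 h adjusted over the list alone were those given, except 4 lower in nitrogen control. Most list members apart from the heat shock genes are in Table S4 and are not independent evidence, and *seuA*, *ssuI*, *ssuC*, *metH*, cg1290, *chrA*, cg0467, cg0468, *gltD*, *glnK* and *codA* are named after their values were seen.

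**Figure D1:**
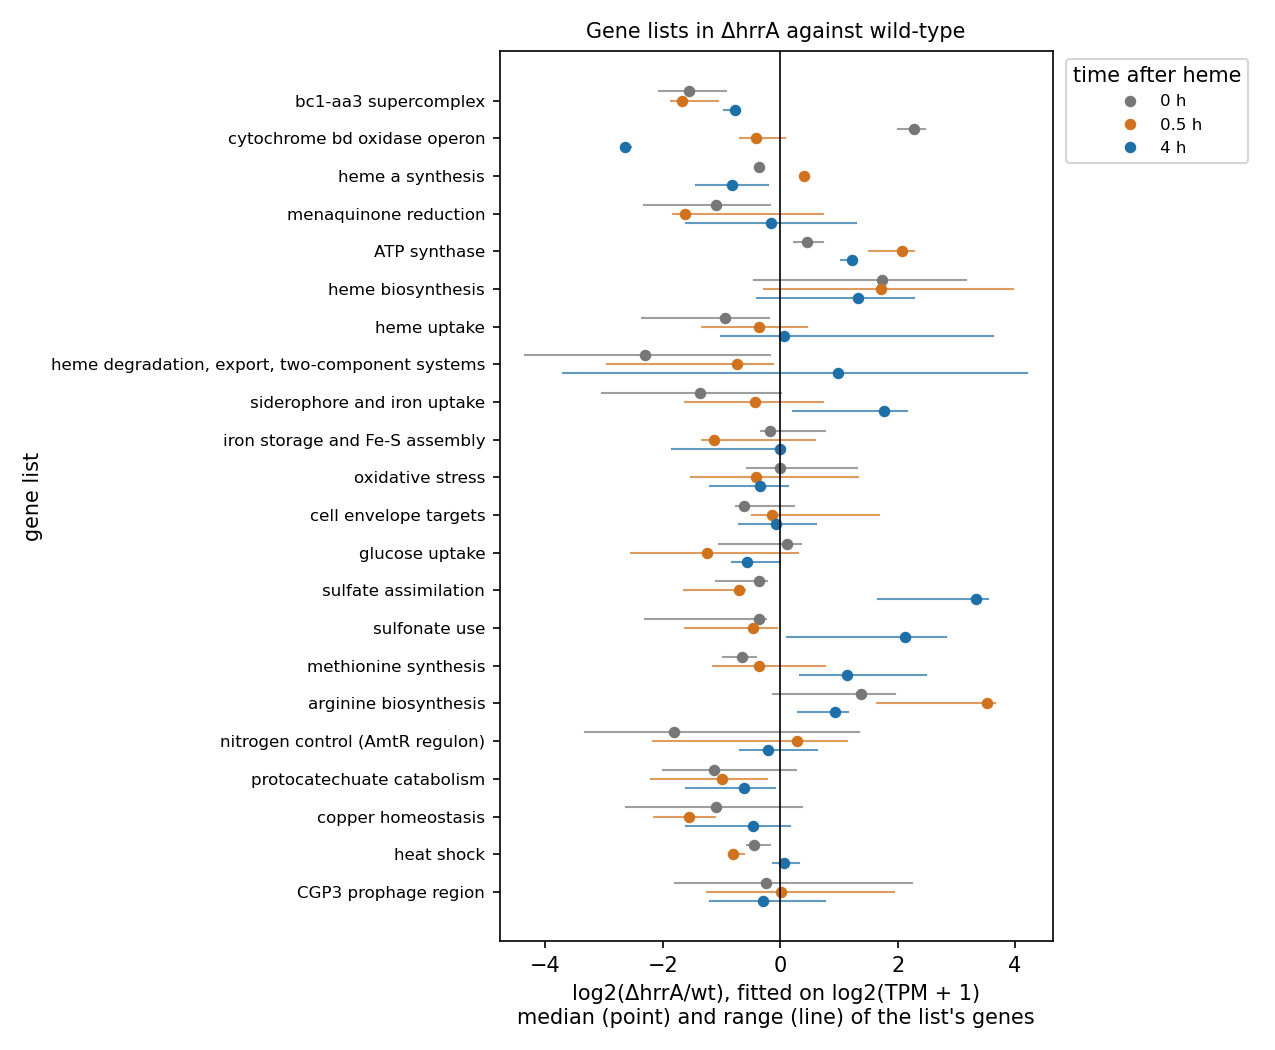
Log2(Δ*hrrA*/wt) of 22 gene lists at 0 h (grey), 0.5 h (orange) and 4 h (blue), fitted on log2(TPM + 1) from 2 replicates per strain and time. Points are medians over the genes of a list and lines span its lowest to highest gene. The arginine biosynthesis list reaches 3.52 at 0.5 h and sulfate assimilation 3.33 at 4 h, whereas the medians of the menaquinone, cell envelope, iron storage and nitrogen control lists at 4 h and of the prophage region at 0.5 and 4 h change sign under another scaling of the libraries.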

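After 4 h with heme, sulfur, siderophore and heme export genes, which had been lower in Δ*hrrA* cells at 0 h, stood above wild-type. Increases and decreases here are differences of Δ*hrrA* from wild-type at 4 h, not changes over time. All 9 genes of sulfate assimilation were higher, with log2(Δ*hrrA*/wt) of 3.53 for *cysH* (42.5 ± 0.841 TPM in wild-type and 501 ± 50.9 TPM in Δ*hrrA*, SD, n = 2), 3.52 for *cysN* and 3.50 for *cysJ*. Of 7 sulfonate genes 6 rose (*ssuA* 2.82, *ssuB* 2.64), as did all 6 methionine genes (*metY* 2.48, *metA* 1.22). Siderophore and iron uptake genes rose in 18 of 19 cases, by a median of 1.76, with cg0768 at 2.02 and cg0928 at 1.74. The heme exporter genes *hrtB* at 4.21 (11.5 ± 0.948 to 230.0 ± 12.4 TPM) and *hrtA* at 3.94 were among the largest increases, as were the heme-binding protein genes *htaB* at 3.63 (42.9 ± 7.24 to 551 ± 163 TPM) and *htaC* at 3.56. *chrS* (1.24) and *chrA* (0.75) rose with them, whereas *hmuO* (−3.70) and, except under the other scalings, cg3248 (−0.42) were lower. Among genes of at least 10 TPM, *oppD* had the largest increase, 5.17, and the iron-regulated membrane protein gene cg2556 fell by 3.09. All 8 ATP synthase genes rose, by a median of 1.22, and all 8 arginine genes, by a median of 0.94. In protocatechuate catabolism 7 of 10 genes fell, led by *pcaH* at −1.60 (5 and 4 genes under the other scalings), and of the copper genes *copR* (−1.60), *copS* (−0.95) and *copB* (−0.72) did, while *copA* was called higher under both other scalings. Of 9 genes of iron storage and Fe-S assembly *ftn* (−1.84) and cg3327 (−0.84) fell, and the list median of −0.01 turned to 0.27 under median-ratio scaling, where 5 genes were called higher. *dnaK* (0.32) and cg3099 (0.29) were higher, but both calls were lost without the first wild-type replicate (adjusted p = 0.19 and 0.16) or the first Δ*hrrA* replicate (adjusted p = 0.13 and 0.1) at 4 h, and that of cg3099 also without the second Δ*hrrA* replicate (adjusted p = 0.054). *htaD* was lower at −1.01, a call not made under median-ratio scaling and lost without any 1 of the 4 libraries at 4 h (adjusted p from 0.079 to 0.14). In nitrogen control *ocd* (0.63), *amtA* (0.59, not called from the 4 libraries of 4 h alone) and *glnA* (0.18) were higher and *codA* (−0.69), *glnD* (−0.62), *glnK* (−0.51) and *ureA* (−0.32) lower, where 2 genes of the list were lower under median-ratio scaling, and the list median of −0.21 turned to 0.17 under quantile normalization. Without a fold limit, as in the list counts, 373 of all 2832 tested genes were higher and 1137 lower at 4 h. In all 207 genes changed at least 2-fold with an adjusted p under 0.05 from limma, 87 higher and 120 lower. Without the second wild-type replicate at 4 h 183 were lower (90 higher) and without the first Δ*hrrA* replicate at 4 h 185 (87 higher). Median-ratio scaling gave 116 higher of 185, quantile normalization 102 higher of 169, and a 2-fold change of the mean without a test 98 higher of 330. At 4 h the counts adjusted over the list alone were those given, except 2 higher in nitrogen control. Most list members apart from the heat shock genes are in Table S4 and are not independent evidence, and *chrA*, cg3248, *copS*, *copB*, cg3327, *ocd*, *glnA*, *codA*, *glnD*, *glnK* and *ureA* are named after their values were seen. The Δ*hrrA* replicates at 4 h differed more from each other, among genes of at least 100 TPM, than the replicates of any other group. As all groups share 1 estimate of the spread, p-values at 4 h can be too small. From the 4 libraries of 4 h alone 1081 genes were called at any fold, against 1510, and 202 at 2-fold, against 207. Such fits called more genes at any fold at 0 h (1555 against 1467) and at 0.5 h (1843 against 1631).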

Four hours after addition of heme, only 167 genes exhibited a >2-fold increase or decrease (scatter plots for additional time points are presented in Supplementary Figure S10).

**Figure 3.**
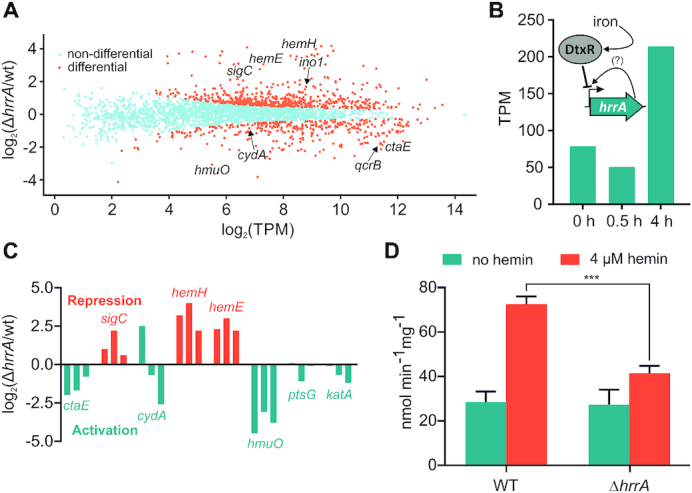
Differential gene expression analysis of wild-type *Corynebacterium glutamicum* and a Δ*hrrA* mutant. (**A**) Differential gene expression analysis (RNA-Seq) revealed 120 upregulated and 154 downregulated genes in the *hrrA* deletion strain compared to the wild-type (in transcripts per million, TPM) after 30 min of cultivation in iron-depleted glucose minimal medium containing 4 μM heme. (**B**) Expression levels of *hrrA* (TPM) 0, 0.5 and 4 h after the addition of hemin. A scheme depicts HrrA autoregulation and iron-dependent DtxR repression (24). (**C**) Impact of *hrrA* deletion on the transcript levels of six selected target genes at three different time points (0, 0.5, 4 h; orange: HrrA acts as a repressor, turquoise: HrrA acts as an activator). (**D**) Measurement of cytochrome *aa*_3_ oxidase activity using the TMPD oxidase assay in *C. glutamicum* wild-type and Δ*hrrA* grown with or without 4 μM heme.

The *hrrA* expression decreased after 0.5 h upon the addition of heme, which was likely caused by DtxR repression in response to increased intracellular iron levels (Figure 3B) (24). In contrast, after 4 h of cultivation, *hrrA* levels significantly increased, reflecting the depletion of heme as an alternative iron source and dissociation of DtxR. Furthermore, differential gene expression analysis revealed HrrA to be an activator of all genes encoding components of the respiratory chain (*ctaE*, *ctaD*, *ctaF* and *cydAB*) and as a repressor of heme biosynthesis (*hemA*, *hemE* and *hemH)* (Figure 3C). 

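In wild-type cells the *hrrA* transcript was lower 0.5 h after heme than before it, by a log2 change of −0.64 (SE 0.22, adjusted p = 0.027 from limma, n = 2 per time). The heme oxygenase gene *hmuO* was lower as well, at −1.20 (adjusted p = 1.9e-05), and the heme exporter gene *hrtB* rose by 6.99 (adjusted p = 1.5e-11). The spread behind the *hrrA* test is shared by all groups. It includes the Δ*hrrA* libraries, where *hrrA* is close to 0 TPM and a small pseudocount can enlarge differences. In settings chosen after seeing the data, the call for *hrrA* was lost under median-ratio scaling (−0.40, adjusted p = 0.15) and quantile normalization (−0.40, adjusted p = 0.1). The call was lost too under a pseudocount of 0.1 (−0.65, adjusted p = 0.26), which left the size of the change nearly as it was. It was also lost without either wild-type replicate at 0 h (adjusted p = 0.05 and 0.087), the first at 0.5 h (−0.45, adjusted p = 0.23) and either at 4 h (adjusted p = 0.058 and 0.059), with its direction the same.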

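From 0.5 to 4 h after heme, *hrrA* rose in wild-type cells by 2.07 on the log2 scale (SE 0.22, adjusted p = 5.3e-06 from limma, n = 2 per time). At 4 h it also stood above its level before heme, by 1.43 (adjusted p = 0.00013). Over the same interval *hmuO* rose by 1.68 (adjusted p = 5.1e-07), while *hrtB* fell by 8.74 (adjusted p = 1.9e-13).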

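Transcripts of the cytochrome *bc*_1_–*aa*_3_ supercomplex were lower in Δ*hrrA* cells at all 3 times, and most genes of heme biosynthesis were higher. All 7 supercomplex genes fell at each time, by a median log2(Δ*hrrA*/wt) of −1.55 at 0 h, −1.67 at 0.5 h and −0.77 at 4 h. *ctaE*, which encodes subunit III of the *aa*_3_ oxidase, had −2.06, −1.67 and −0.79 at the 3 times (SE 0.06, adjusted p = 5.1e-10, 1.2e-09 and 1.3e-06 from limma). *ctaD* (subunit I) had −0.92, −1.06 and −0.85, and *ctaF* −1.29, −1.57 and −0.77. The cytochrome *bd* oxidase gene *cydA* was higher in Δ*hrrA* before heme, at 2.47, and lower afterwards, at −0.69 after 0.5 h (adjusted p = 0.0015) and −2.55 after 4 h. Of the 8 heme biosynthesis genes 6 were higher at 0 h, 6 at 0.5 h and 7 at 4 h. *hemH*, the ferrochelatase gene, was higher by 3.17, 3.96 and 2.16 at the 3 times, *hemE* by 2.31, 3.02 and 2.27, and *hemA*, which acts early in the pathway, by 2.42, 0.63 and 1.02. The gene that was lower was cg0518 at 0 h (−0.45) and 0.5 h (−0.27) and cg0512 at 4 h (−0.39, not called under median-ratio scaling), both named after their values were seen. The counts of both lists adjusted over the list alone were the same, except that cg0512 (−0.18) was lower too at 0.5 h. All 7 supercomplex genes and 6 of the heme biosynthesis genes are in Table S4, so their direction is not independent evidence. From this differential expression analysis the paper concludes that HrrA activates the genes of the respiratory chain and represses those of heme biosynthesis (Figure 3C).

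**Figure D2:**
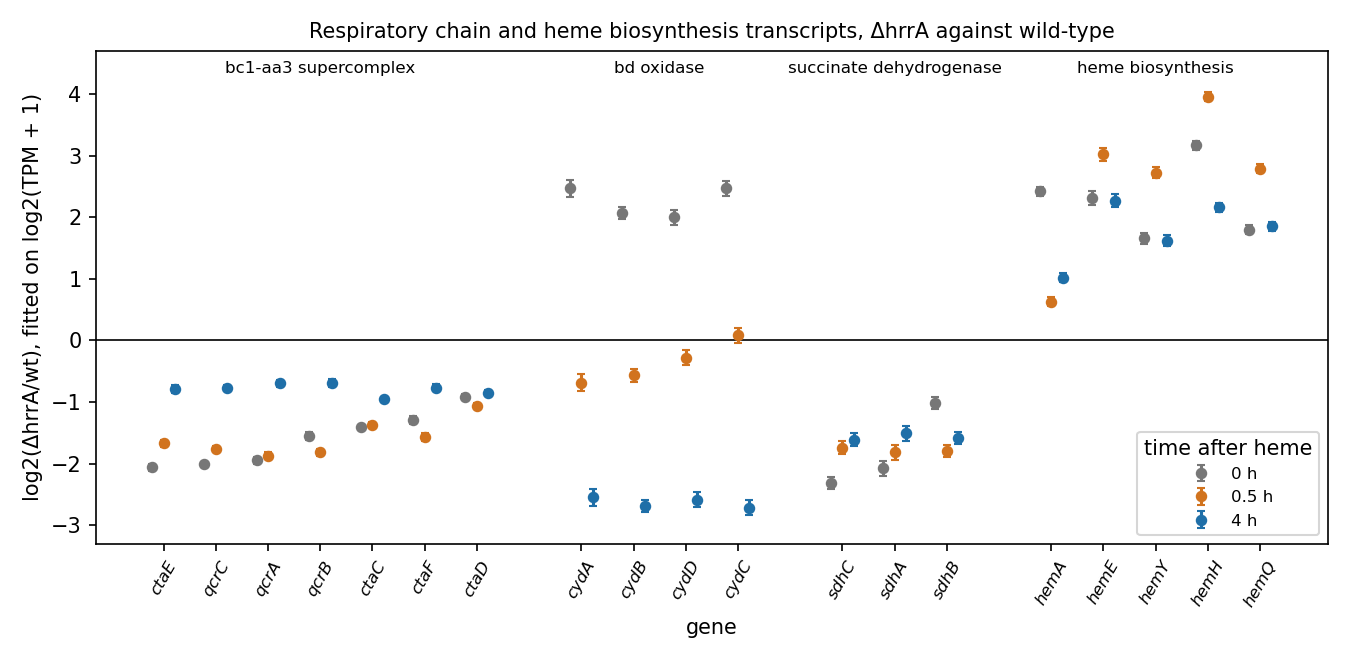
Log2(Δ*hrrA*/wt) of genes of the *bc*_1_–*aa*_3_ supercomplex, the *bd* oxidase, succinate dehydrogenase and heme biosynthesis at 0 h (grey), 0.5 h (orange) and 4 h (blue). Points are estimates fitted on log2(TPM + 1) from 2 replicates per strain and time, and bars are standard errors. *cydA* lies at 2.47 at 0 h and −2.55 at 4 h, and *cydC* near 0 at 0.5 h changes sign under another scaling, whereas the supercomplex genes lie below 0 at each time.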

The impact on the cytochrome *bc*_1_–*aa*_3_ supercomplex was also confirmed by measuring the activity of the *aa*_3_ oxidase, which was about 2-fold reduced in a *hrrA* mutant in comparison to the wild-type when grown on heme (Figure 3D). Additionally, expression of *lldD* (L-lactate dehydrogenase) as well as *sdhCD* (succinate dehydrogenase) contributing to the reduced menaquinone pool was downregulated more than 3-fold upon deletion of *hrrA*. In addition to these considerable differences between the wild-type and the Δ*hrrA* mutant, we also observed decreased mRNA levels of genes involved in the oxidative stress response (e.g. *katA*) or cell envelope remodeling (e.g. *murA*) in the Δ*hrrA* mutant, suggesting HrrA to be an activator of these targets.

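The succinate dehydrogenase genes, whose enzyme reduces menaquinone, were lower in Δ*hrrA* cells at each time. *sdhC* fell from 1845 ± 96.3 to 369 ± 0.884 TPM at 0 h (SD, n = 2, log2(Δ*hrrA*/wt) −2.32, SE 0.10, adjusted p = 9.9e-09 from limma), from 2804 ± 65.6 to 838 ± 46.3 TPM at 0.5 h (−1.74) and from 2217 ± 268 to 728 ± 99.2 TPM at 4 h (−1.61). *sdhA* had −2.08, −1.82 and −1.51, and *sdhB* −1.02, −1.80 and −1.58. The L-lactate dehydrogenase gene *lldD* was lower at 0 h, at 1701 ± 14.9 against 3990.1 ± 30.5 TPM (−1.23, SE 0.44, adjusted p = 0.038), and at 0.5 h, at 295 ± 8.67 against 870.0 ± 92.1 TPM (−1.55, adjusted p = 0.011). At 4 h it was higher, at 1.29 (adjusted p = 0.031), where the Δ*hrrA* replicates held 153.77 and 628.01 TPM and wild-type cells 127 ± 7.16 TPM. This value was 2.30 without the first Δ*hrrA* replicate and 0.27 without the second, and the call was lost without either wild-type replicate at 4 h (adjusted p = 0.12 and 0.071). The call at 0 h was lost without any 1 of the 8 libraries at 0 and 0.5 h. That at 0.5 h was lost without the first wild-type or the second Δ*hrrA* replicate at 0.5 h. At 0 h the estimate stayed between −1.24 and −1.22 in these fits. Its SE comes from a spread shared by all groups, which takes in the Δ*hrrA* replicates far apart at 4 h. The neighbouring gene cg3226, annotated as an L-lactate permease, had −1.18 at 0 h (adjusted p = 0.01, and 0.05 without the second Δ*hrrA* replicate), −1.68 at 0.5 h and 0.71 at 4 h (adjusted p = 0.088). Of the 8 genes listed for menaquinone reduction 8 were lower at 0 h (5 without the second Δ*hrrA* replicate at 0 h), 5 at 0.5 h (*sdhCAB*, *lldD* and cg3226) and 4 at 4 h (*sdhCAB* and cg1027 at −0.27). cg2192 was higher at 0.5 h (0.72) and, with *lldD*, at 4 h (0.29), and the list median at 4 h, −0.16, turned to 0.12 and 0.01 under median-ratio scaling and quantile normalization. Counts adjusted over the list alone were the same, 5 of the 8 genes are in Table S4 and so are not independent evidence, and cg2192 and cg1027 are named after their values were seen.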

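The catalase gene *katA* was lower in Δ*hrrA* cells after heme, at 3415 ± 116 against 5773 ± 152 TPM at 0.5 h (SD, n = 2, log2(Δ*hrrA*/wt) −0.76, SE 0.09, adjusted p = 2e-05 from limma) and at 703 ± 109 against 1611 ± 35.5 TPM at 4 h (−1.20, adjusted p = 9.9e-07). Before heme it did not pass the test, at 1737 ± 5.41 against 1906 ± 124 TPM (−0.13, adjusted p = 0.23). The mycothiol peroxidase gene *mpx* was lower at each time (−0.57, −1.52 and −0.56), while the thiol peroxidase gene *tpx* was higher at 0 h (0.63) and 0.5 h (1.32) and lower at 4 h (−0.37, but −0.08 and adjusted p = 0.6 under median-ratio scaling). *murA*, which encodes an early enzyme of peptidoglycan precursor synthesis, passed the test at no time. It had 221 ± 4.25 TPM in wild-type and 224 ± 9.49 TPM in Δ*hrrA* at 0 h (0.02, adjusted p = 0.92), 151 ± 13.2 against 137 ± 11.5 TPM at 0.5 h (−0.14, adjusted p = 0.32) and 207 ± 9.22 against 197 ± 37.2 TPM at 4 h (−0.08, adjusted p = 0.56, with 0.20 and 0.07 under the other scalings). Of the 8 genes listed for oxidative stress, *tpx*, cg2674 and cg3237 (0.18) were higher and *mpx* and cg2109 (−0.18, adjusted p = 0.05) lower at 0 h. At 0.5 h *tpx* was higher and *katA*, *mpx*, cg2674 and cg3236 (−0.87) were lower. At 4 h 6 were lower, with cg3237 at −0.40, but 2 under median-ratio scaling and 4 under quantile normalization, with 1 higher under each. Adjusted over the list alone, 3 were lower at 0 h and the other counts were the same. The list also holds *tusG*, a gene of trehalose uptake, 4 of its genes are in Table S4 and so are not independent evidence, and cg3237, cg2109 and cg3236 are named after their values were seen.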

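The trehalose uptake gene *tusG*, whose promoter HrrA occupied, did not pass the test at any time. It had 141 ± 4.64 TPM in wild-type and 123 ± 2.98 TPM in Δ*hrrA* cells at 0 h (SD, n = 2, log2(Δ*hrrA*/wt) −0.20, adjusted p = 0.051 from limma), −0.04 at 0.5 h (adjusted p = 0.73) and −0.15 at 4 h (adjusted p = 0.12). The regulator gene *benR* had −0.14 at 0 h and −0.14 at 0.5 h, but was lower at 4 h, at 19.4 ± 1.55 against 42.9 ± 3.24 TPM in wild-type (−1.10, adjusted p = 8.6e-05). Of the HrrA targets in Table S3, 206 reached the mean of 5 TPM and were tested, and 23 of them passed the test at no time. At single times 72 targets did not pass it at 0 h, 66 at 0.5 h and 71 at 4 h. A p that misses the threshold does not show that a transcript stayed the same.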

In some cases, promoter occupancy by HrrA did not result in altered expression levels of the particular target gene in a Δ*hrrA* mutant under the tested conditions (Table 1 and Supplementary Table S3). This finding is, however, not surprising considering the multiplicity of signals and regulators affecting gene expression. Under changing environmental conditions, transcription factor binding will not necessarily always be translated in an altered gene expression of the respective target. 

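Among the genes that changed at least 2-fold 0.5 h after heme, 37 stand in Table S3 as genes with an HrrA peak, such as *hmuO*, *hemH* and *ctaE*, and 269 do not, such as *leuD*, *leuC* and *cepA*. Genes with a peak made up 12.1% of the changed genes and 7.3% of all 2832 tested genes. If both sets were independent, 22.3 changed genes with a peak would be counted, and the odds ratio was 1.92 (Fisher's exact test, two-sided, p = 0.0015). Genes of one operon change together and are not independent replicates.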

When we compare the results obtained from RNA-Seq and ChAP-Seq analysis, 269 genes out of 309 genes featuring an >2-fold change in gene expression did not show HrrA binding in their upstream promoter region. Looking at all HrrA targets (ChAP-Seq analysis) on a global scale, there is, nevertheless, a significantly higher impact on gene expression in a strain lacking *hrrA* for all targets bound by HrrA in comparison to non-targets (unbound, Supplementary Figure S11). 

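Genes with an HrrA peak at 0.5 h differed more between the strains than genes without one, at each time. The mean absolute log2 ratio of the strains at 0 h was 0.591 ± 0.0407 (SEM) for 189 bound genes and 0.43 ± 0.0089 for 2404 unbound genes. At 0.5 h it was 0.665 ± 0.0517 for 187 bound and 0.494 ± 0.00998 for 2350 unbound genes, and at 4 h 0.591 ± 0.0493 for 193 bound and 0.427 ± 0.00919 for 2355 unbound genes. A two-sided permutation test over genes with 100000 resamples gave p = 1e-05 at 0 h, the smallest it can give, 4e-05 at 0.5 h and 9e-05 at 4 h. The difference was larger for the genes with the strongest peaks, of at least 10 at 0.5 h, at 0.605, 0.83 and 0.478 at the 3 times, against 0.161, 0.171 and 0.164 for all bound genes. The strongest peaks belonged to only 29, 29 and 30 genes, whose means had SEM of 0.163, 0.207 and 0.13. They are part of the bound set, so part of its difference comes from them. Only genes over 10 TPM in both strains entered, and genes are not independent replicates, so that these p-values are too small where neighbouring genes change together.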

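Of the 228 HrrA targets of Table S3, 218 are in the deposited tables and 206 were tested, among them *ctaE*, *cydA*, *hemH* and *katA*. At an adjusted p under 0.05 from limma and any fold, 183 of them changed at 1 time or more, 41 only higher in Δ*hrrA*, 86 only lower and 56 higher at one time and lower at another. *cydA*, *hrtB* and *sigC* show these courses, *cydA* and *hrtB* as genes that changed direction and *sigC* as one that was higher at each time. At 0 h 134 targets changed (46 higher, 88 lower), at 0.5 h 140 (77 and 63) and at 4 h 135 (42 and 93). By the same threshold 1467 of all 2832 tested genes changed at 0 h, 1631 at 0.5 h and 1510 at 4 h. The counts of targets at single times are to be read beside these. For the 183 targets changed at 1 time or more no such count over all genes was made. That number is therefore not shown to be particular to HrrA targets. With a change of at least 2-fold as well, 55 targets remained over the 3 times, of which 21 were only higher, 30 only lower and 4 both, namely *cydA*, *chrS*, *hrtB* and cg2675, the last named after its values were seen. By that limit 566 of all 2832 tested genes changed at some time.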

Overall, 109 out of 228 HrrA targets featured a significantly altered gene expression in the *hrrA* mutant (64 increased and 55 decreased).

### HrrA determines the prioritization of terminal cytochrome oxidases by repression of *sigC*

The results from ChAP-Seq and RNA-Seq experiments highlight the important role of HrrA in the control of the respiratory chain, including cofactor supply. Our data revealed that HrrA activates the expression of genes encoding the cytochrome *bc*_1_-*aa*_3_ supercomplex (*ctaE-qcrCAB*, *ctaD*, *ctaCF*) and of *cydAB*, encoding the cytochrome *bd* branch of the respiratory chain (Figure 4 and Supplementary Table S3). 

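Genes of the cytochrome *bc*_1_ complex, which passes electrons from menaquinol to the *aa*_3_ oxidase, were lower in Δ*hrrA* cells throughout. *qcrC* fell from 2628 ± 38.1 to 652 ± 8.79 TPM at 0 h (SD, n = 2, log2(Δ*hrrA*/wt) −2.01, adjusted p = 1.2e-10 from limma), with −1.76 at 0.5 h and −0.77 at 4 h. *qcrA* had −1.95, −1.87 and −0.70 at the 3 times and *qcrB* −1.55, −1.82 and −0.69. *ctaC*, the gene of subunit II of the oxidase, fell from 2601 ± 37.9 to 977 ± 2.5 TPM at 0 h (−1.41), with −1.37 at 0.5 h and −0.96 at 4 h. *cydB* of the *bd* oxidase was higher at 0 h (2.07) and lower at 0.5 h (−0.57) and 4 h (−2.69).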

Remarkably, the mRNA profiles of the corresponding operons exhibited significantly delayed activation of *cydAB* in response to heme, which was abolished in the Δ*hrrA* mutant (Figure 4). In contrast, *ctaE* expression was significantly higher in wild-type cells, even before hemin addition (T_0_), but showed a further induction after stimulus addition (T 0.5 h, Supplementary Table S4). 

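In wild-type cells *cydA*, which encodes subunit I of the cytochrome *bd* oxidase, rose from 29.1 ± 7.09 TPM before heme to 113 ± 6.35 TPM after 0.5 h and 423 ± 8.2 TPM after 4 h (SD, n = 2). This was a log2 change of 1.94 in the first 0.5 h (SE 0.14, adjusted p = 4.5e-07 from limma) and of 1.89 from 0.5 to 4 h (adjusted p = 2e-07). *cydB* rose by 1.79 and 2.19 over the same intervals. In Δ*hrrA* cells *cydA* stood at 164 ± 2.69 TPM before heme, 70.3 ± 9.67 TPM after 0.5 h and 71.4 ± 0.12 TPM after 4 h. The strain difference of *cydA* changed by −3.16 from 0 to 0.5 h (adjusted p = 5.3e-07) and by −1.86 from 0.5 to 4 h (adjusted p = 1.7e-05).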

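*ctaE* stood at 3792 ± 65 TPM in wild-type cells before heme, at 4388 ± 89.3 TPM after 0.5 h and at 1723 ± 9.69 TPM after 4 h (SD, n = 2). In Δ*hrrA* cells it had 908 ± 20.1, 1375 ± 61.9 and 995 ± 81.6 TPM at these times. In wild-type cells it rose by 0.21 on the log2 scale in the first 0.5 h (SE 0.06, adjusted p = 0.009 from limma) and fell by 1.35 from 0.5 to 4 h (adjusted p = 1.8e-09). The early increase lost its call under quantile normalization (0.04, adjusted p = 0.59), without the second wild-type replicate at 0 h (adjusted p = 0.054) and without the first at 0.5 h (adjusted p = 0.061), settings chosen for the time course after seeing the data.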

Notably, we also observed binding of HrrA upstream of *sigC*, encoding an ECF sigma factor that was shown to be involved in the activation of the *cydABDC* operon (35). The mRNA level of *sigC* increased more than 2-fold in the Δ*hrrA* mutant, indicating HrrA to be a repressor of this gene (Figure 4). 

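*sigC*, the gene of an ECF sigma factor, was higher in Δ*hrrA* cells at each time. It stood at 74.8 ± 1.48 TPM against 37.5 ± 3.01 TPM in wild-type at 0 h (SD, n = 2, log2(Δ*hrrA*/wt) 0.98, SE 0.15, adjusted p = 0.00027 from limma) and at 124 ± 18 against 28.1 ± 1.44 TPM at 0.5 h (2.10, adjusted p = 5.3e-07). At 4 h it had 119 ± 25.7 against 79.5 ± 9.02 TPM (0.56, adjusted p = 0.01), a call lost without the second wild-type replicate (0.45, adjusted p = 0.065) or the first Δ*hrrA* replicate (0.34, adjusted p = 0.079) at 4 h. The strain difference grew by 1.12 from 0 to 0.5 h (adjusted p = 0.0015).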

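In wild-type cells the *sigC* transcript had a log2 change of −0.40 from 0 to 0.5 h after heme (SE 0.15, adjusted p = 0.039 from limma, n = 2 per time). In settings chosen after seeing the data, this call was lost under median-ratio scaling (−0.17, adjusted p = 0.27), quantile normalization (−0.08, adjusted p = 0.66) and a variance prior without trend (adjusted p = 0.055). It was also lost without any 1 of the wild-type replicates at 0 h (adjusted p = 0.17 and 0.055) and 0.5 h (adjusted p = 0.16 and 0.076) or of the Δ*hrrA* replicates at 0 h (adjusted p = 0.054 for each).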

Consistent with this hypothesis, *sigC* expression was slightly decreased in response to the addition of heme, which correlated with increased HrrA peak intensity (Figure 4F). Additionally, the higher *cydAB* expression, observed in the Δ*hrrA* strain before addition of stimulus (Figure 4B) is likely the effect of increased *sigC* expression (Figure 4C). 

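Before heme, all 4 genes of the *cydABDC* operon were higher in Δ*hrrA* cells, by a median log2(Δ*hrrA*/wt) of 2.27 and under both other scalings. *cydC* and *cydD*, which encode the transporter needed to assemble the *bd* oxidase, stood at 61.3 ± 3.75 against 10.3 ± 0.997 TPM in wild-type (SD, n = 2, 2.47, adjusted p = 3.2e-08 from limma) and at 69.8 ± 0.134 against 16.7 ± 2.14 TPM (2.00, adjusted p = 1.7e-07). *cydB* stood at 87.2 ± 5.42 against 19.9 ± 0.651 TPM.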

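From 0.5 to 4 h after heme, *sigC* rose in wild-type cells by 1.46 on the log2 scale (SE 0.15, adjusted p = 4.2e-06 from limma), and at 4 h it stood 1.06 above its level before heme (adjusted p = 7.3e-05). *cydB* had 71.5 ± 4.53 TPM at 0.5 h and 329.7 ± 15.9 TPM at 4 h in the same cells (SD, n = 2), and *cydD* 43.4 ± 0.156 and 262 ± 2.61 TPM. The strain difference of *sigC* changed by −1.54 over this interval (SE 0.22, adjusted p = 0.00012).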

Dissociation of HrrA from P*_sigC_* at a later time point (4 h after heme pulse) led to derepression of *sigC* coinciding with an increased expression of *cydAB* in the wild-type. Because *cydAB* levels were constitutively low in the Δ*hrrA* mutant in response to heme, we hypothesized that activation by HrrA together with an additional boost by SigC (Figure 5) leads to delayed activation of *cydAB* after the heme pulse. This regulation enables cells to channel most of the available heme pool into the more efficient cytochrome *bc*_1_–*aa*_3_ supercomplex. 

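After heme, the *cydABDC* genes of Δ*hrrA* cells stayed between 28.2 TPM (*cydC* at 0.5 h) and 71.4 TPM (*cydA* at 4 h). At 4 h all 4 genes were below wild-type, by a median log2(Δ*hrrA*/wt) of −2.64, with *cydC* at −2.72 and *cydD* at −2.59 (adjusted p = 1.6e-08 and 2.2e-08 from limma). At 0.5 h *cydA* and *cydB* were lower, while *cydD* (−0.28, adjusted p = 0.069) and *cydC* (0.08, adjusted p = 0.63) did not pass the test and *cydC* turned to −0.10 and −0.03 under the other scalings. Against 0 h, the strain difference of *cydA* changed by −5.02 at 4 h (adjusted p = 7.6e-09). For the operon the counts adjusted over the list alone were the same, and as all 4 genes are in Table S4 they are not independent evidence.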

The lower apparent *K*_d_ of HrrA for the *ctaE* promoter (125 nM) compared to P*_cydAB_* (350 nM) or P*_sigC_* (270 μM) also reflects this prioritization of HrrA targets (Table 2). Consequently, this almost 3-fold decrease in affinity (apparent *K*_d_) increases the threshold for HrrSA activity to control these targets.

**Figure 4.**
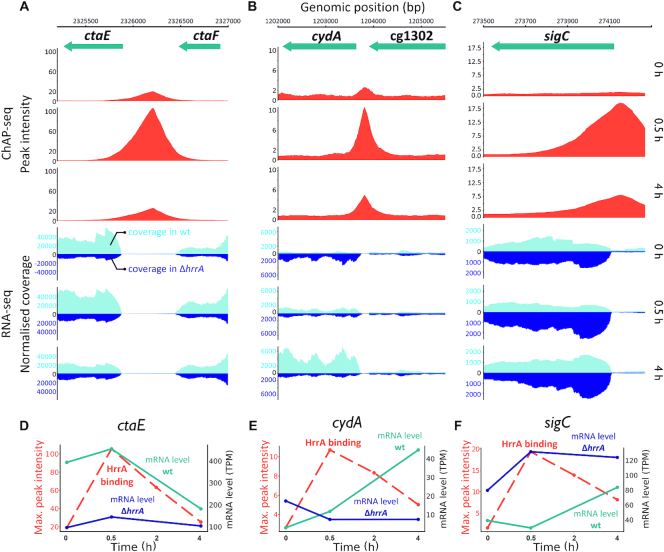
HrrA prioritizes the expression of genes encoding components of the *bc*_1_–*aa*_3_ supercomplex. Depicted are HrrA binding peaks as identified by ChAP-Seq analysis (Figures 1 and 2) in comparison to the normalized coverage of RNA-Seq results (wild-type and the Δ*hrrA* mutant) for the genomic loci of *ctaE* (**A** and**D**), *sigC* (**B** and**E**) and *cydA* (**C** and**F**). D–F: HrrA binding (max. peak intensities measured by ChAP-Seq experiments) and the mRNA levels (in transcripts per million, TPM) of the respective genes in the Δ*hrrA* strain as well as in wild-type *Corynebacterium glutamicum* cells 0, 0.5 and 4 h after the addition of hemin.

**Figure 5.**
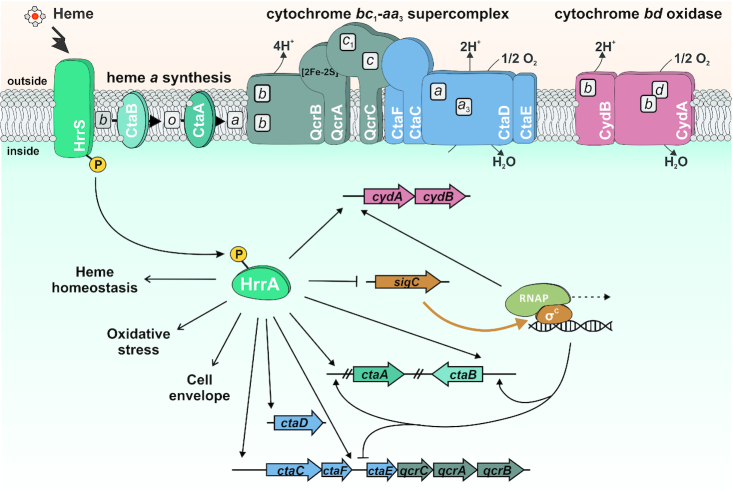
Model of heme-responsive control of components of the respiratory chain by HrrSA. The results of this study reveal HrrSA as a global regulator of heme homeostasis coordinating the expression of genes involved in heme biosynthesis, oxidative stress responses, glucose uptake and cell envelope remodeling. Genes encoding the components of the branched respiratory chain of *Corynebacterium glutamicum* comprise an important part of the HrrA regulon. While HrrA acts as an activator of almost all components (*ctaE-qcrCAB*, *ctaB*, *cydAB*), it represses transcription of the *sigC* gene encoding an important sigma factor required for *cydAB* expression. This regulatory network architecture consequently confers prioritization to the synthesis of the more efficient proton pump, the cytochrome *bc*_1_–*aa*_3_ supercomplex. Bordered boxes, b, c, a, d: heme *b*, heme *c*, heme *a*, heme *d*.

### HrrA activates PTS-dependent and -independent glucose uptake

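Genes of the phosphotransferase system (PTS), which takes up and phosphorylates sugars, were lower in Δ*hrrA* cells 0.5 h after heme. *ptsG*, the glucose-specific gene, fell from 1692 ± 5.37 to 782 ± 79.9 TPM (SD, n = 2, log2(Δ*hrrA*/wt) −1.12, SE 0.07, adjusted p = 2.4e-07 from limma), and *ptsH* (−1.26), *ptsI* (−1.49), *ptsS* for sucrose (−2.14) and *ptsF* for fructose (−2.55) fell as well. At 0 h *ptsG* had 0.11 (adjusted p = 0.22) and *ptsH* was higher at 0.28, and at 4 h *ptsG* had −0.05 (adjusted p = 0.61) and *ptsH* was lower at −0.29, a call not made under median-ratio scaling (adjusted p = 0.98). *iolT1*, the inositol permease gene, had −0.30 at 0 h (adjusted p = 0.25). It was lower at 0.5 h, at 5.63 ± 0.148 against 11.3 ± 0.00707 TPM in wild-type (−0.89, adjusted p = 0.0031), and at 4 h (−0.67, adjusted p = 0.017). The 4 h call for *iolT1* was lost without the first wild-type (−0.61, adjusted p = 0.092) or the first Δ*hrrA* replicate (−0.52, adjusted p = 0.11) at 4 h and under median-ratio scaling and quantile normalization (−0.40 under each, adjusted p = 0.13 and 0.099). Of 9 genes of glucose uptake 7 were lower at 0.5 h and 6 at 4 h, the latter 3 and 4 under the other scalings. By the same threshold 586 of all 2832 tested genes were lower at 0.5 h and 1137 at 4 h. At 0 h *iolT2* (−1.05), named after its values were seen, was lower and *ptsH* and *ptsS* (0.35) were higher, calls that quantile normalization did not make and that *ptsS* also lost without any 1 of the 4 libraries at 0 h (adjusted p from 0.075 to 0.093), while 5 genes were higher from the 4 libraries of 0 h alone. For this list the counts adjusted over the list alone were the same, and 6 of the 9 genes are in Table S4 and so are not independent evidence.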

Besides the activation of all components constituting the respiratory chain, ChAP-Seq experiments and transcriptome analysis revealed HrrA as a direct activator of genes encoding components of the phosphotransferase (PTS) system (*ptsH* and *ptsG*) and of *iolT1* encoding inositol permease with a reported function as a PTS-independent glucose uptake system (55). 

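*ppgK*, the polyphosphate glucokinase gene, was lower in Δ*hrrA* cells 4 h after heme, at 477 ± 18.1 against 833 ± 21 TPM (SD, n = 2, log2(Δ*hrrA*/wt) −0.80, SE 0.06, adjusted p = 1.6e-06 from limma). At 0 h it had 465 ± 17.1 against 454 ± 14.2 TPM (0.04, adjusted p = 0.67). At 0.5 h it was higher, at 476 ± 1.8 against 426 ± 29.1 TPM (0.16, adjusted p = 0.045), but had −0.02 under median-ratio scaling, 0.09 without the first wild-type replicate at 0.5 h (adjusted p = 0.33), and lost its call without either Δ*hrrA* replicate at 0.5 h (adjusted p = 0.12 and 0.13) or any 1 of the 4 libraries at 0 h (adjusted p from 0.053 to 0.058).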

Remarkably, the gene *ppgK*, encoding the polyphosphate glucokinase was among the targets with the highest HrrA peak and showed reduced expression in the 4 h sample (Table 1 and Supplementary Table S4). These results emphasize that cellular respiration and glucose uptake is coordinated via the HrrSA system in response to cellular heme levels.

## DISCUSSION

In this work, we applied a genome-wide approach to study the ‘heme-responsive regulator’ HrrA in *C. glutamicum* and identified more than 200 genomic target regions of this response regulator. This intriguingly diverse set of target genes, encoding enzymes involved in heme biosynthesis, heme-containing proteins and components of the respiratory chain as well as proteins involved in oxidative stress response, glucose uptake and cell envelope remodeling, provided unprecedented insight into the systemic response to heme coordinated by the TCS HrrSA.

In Gram-positive bacteria, TCSs appear to play a central role in transient heme sensing, and heme-responsive systems have been described in several prominent pathogens, including *C. diphtheriae*, *S*. *aureus* and *B*. *anthracis* (15–18). However, for all prokaryotic heme regulatory systems, only a small number of target genes have been described to date, focusing on targets involved in degradation (*hmuO* (18,56)), heme export (*hrtBA* (19,57)) or heme biosynthesis (*hemA* (18,20)). Systems orthologous to HrrSA are present in almost all corynebacterial species and the high amino acid sequence identity shared by the response regulators (87%, between *C. glutamicum* and *C. diphtheriae* HrrA) suggests that the important role of HrrSA in the control of heme homeostasis is conserved. In many corynebacteria, including *C. diphtheriae*, control of heme homeostasis is shaped by the tight interplay of HrrSA with a second heme-dependent system, ChrSA. While the present study emphasized that HrrSA governs a large and complex homeostatic response, the only known target of the response regulator ChrA in *C. glutamicum* is the divergently located operon *hrtBA* encoding a heme export system. There is, however, also evidence for a cross-regulation between the TCSs, not only by cross-phosphorylation but also on the transcriptional level (23,24). In *C. diphtheria*, evidence for more overlap between the regulons of the TCSs has been provided, since both response regulators were shown to control a common set of target genes including *hrtBA*, *hemA* and *hmuO* (20,58). Genome-wide analysis of these systems have, however, not been performed so far and *invitro* protein–DNA interaction studies may not necessarily reflect the *invivo* promoter preferences of these highly similar systems.

### Coping with heme stress

While being an essential cofactor for many proteins, heme causes severe toxicity to cells at high levels (4). In mammalian cells, the BACH1 regulator is inactivated by heme binding and plays a key role in maintaining the balance of the cellular heme pool (8,59). Heme oxygenases are targets of various heme-dependent regulators (18,60–61), and consistent with this principle, the mammalian *HMOX1* gene, encoding an NADPH-dependent oxygenase, is regulated by BACH1 (59). Other identified BACH1 targets are involved in redox regulation, the cell cycle, and apoptosis as well as subcellular transport processes (9,62–63).

Although neither the regulator nor the constitution of the regulon is conserved, the responses of BACH1 and HrrSA share a similar logic. Analogous to eukaryotic BACH1, we observed HrrA-mediated activation of genes involved in the oxidative stress response, including *katA*, which appears to be required to counteract oxidative stress caused by elevated heme levels (Supplementary Figure S8).

Remarkably, HrrA binding was also observed upstream of both *gapA* and *gapB*, which encode glyceraldehyde-3-phosphate dehydrogenases (GapDHs) involved in glycolysis and gluconeogenesis, respectively. Previous studies in baker's yeast and mammalian cells have revealed that oxidative stress may block glycolysis by inhibiting GapDH (53,64). Furthermore, GapDH of *C. diphtheriae* was recently shown to be redox-controlled by S-mycothiolation (65). Slight activation of *gapA* by HrrA may thus counteract an impaired glycolytic flux under conditions of heme stress.

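*gapA*, the glyceraldehyde-3-phosphate dehydrogenase gene of glycolysis, was higher in Δ*hrrA* cells before heme, while its decreases after heme each depended on how the libraries were scaled. It stood at 8802 ± 436 against 6164 ± 90.5 TPM at 0 h (SD, n = 2, log2(Δ*hrrA*/wt) 0.51, SE 0.06, adjusted p = 1.8e-05 from limma), at 2867 ± 56.8 against 3597 ± 1.32 TPM at 0.5 h (−0.33, adjusted p = 0.00042) and at 4951 ± 326 against 6244 ± 247 TPM at 4 h (−0.34, adjusted p = 0.00047). The call at 0.5 h was lost under quantile normalization (−0.07, adjusted p = 0.25) and that at 4 h under median-ratio scaling (−0.05, adjusted p = 0.76). *gapB*, which encodes a second such enzyme, was higher at 0.5 h, at 289 ± 3.13 against 92.4 ± 0.403 TPM (1.63, adjusted p = 3e-09). At 0 h *gapB* was higher by 0.21, a call lost without the first replicate of either strain at 0 h (adjusted p = 0.12 and 0.16), and at 4 h it had −0.08 (adjusted p = 0.31, with 0.20 and 0.03 under the other scalings).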

Furthermore, several HrrA targets play a role in the biosynthesis and remodeling of the corynebacterial cell envelope, including *ino1*, which is required for the synthesis of inositol-derived lipids (66), *lysC*, providing the peptidoglycan precursor meso-2,6-diaminopimelate (mDAP) and *murA* (Table 1). 

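*ino1*, the gene of inositol phosphate synthesis, was lower in Δ*hrrA* cells before heme, at 284 ± 16.1 against 434 ± 1.78 TPM (SD, n = 2, log2(Δ*hrrA*/wt) −0.61, adjusted p = 1.4e-05 from limma), and higher afterwards, at 675 ± 6.14 against 210.2 ± 0.806 TPM at 0.5 h (1.68) and 1848 ± 162 against 1217 ± 25.2 TPM at 4 h (0.60). *lysC*, the aspartokinase gene, was higher at 0.5 h, at 919 ± 15.5 against 576 ± 22.6 TPM (0.67, adjusted p = 2.2e-06). It was also higher at 0 h (0.23, lost without the second wild-type replicate at 0 h, adjusted p = 0.063) and at 4 h (0.16, adjusted p = 0.041, lost without any 1 of 9 libraries, at 0.11 and adjusted p = 0.22 without the second Δ*hrrA* replicate at 4 h). *whcA*, a regulator gene, was lower at each time (−0.70, −0.49 and −0.70). *aftC*, an arabinosyltransferase gene, was lower at 0 h (−0.75) and 0.5 h (−0.34), and at 4 h it had −0.22 (adjusted p = 0.034), which median-ratio scaling turned to 0.06 and which lost its call without any 1 of 5 libraries (adjusted p from 0.051 to 0.24). Of the 5 cell envelope genes listed, which also hold *murA*, *lysC* was higher and *ino1*, *whcA* and *aftC* lower at 0 h, and at 0.5 and 4 h *lysC* and *ino1* were higher and *whcA* and *aftC* lower. Adjusted over the list alone the counts were the same, and 1 of the 5 genes is in Table S4.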

Taken together, these insights emphasize the important role of the HrrSA system in the control of heme stress responses.

### From networks to function

Genome-wide analysis of regulatory networks may provide important hints toward the physiological function of genes. An example is provided by the HrrA-dependent regulation of cg2079 (*hemQ*), described in this study (Table 1). In actinobacteria, it was recently proposed that these proteins inherit an essential role in heme biosynthesis (49,67). 

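*hemQ*, which encodes an enzyme of the last steps of heme biosynthesis, was higher in Δ*hrrA* cells at each time. It stood at 593 ± 3.75 against 170.0 ± 5.9 TPM in wild-type at 0 h (SD, n = 2, log2(Δ*hrrA*/wt) 1.80, SE 0.07, adjusted p = 9.9e-09 from limma), at 732 ± 7.87 against 105 ± 10.7 TPM at 0.5 h (2.79) and at 1573 ± 35.4 against 436 ± 33.2 TPM at 4 h (1.85). *hemY*, of the same pathway, was higher by 1.66, 2.72 and 1.62 at these times.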

The finding that HrrA binds to the promoter of this gene and represses its expression supports a role of HemQ in heme biosynthesis in *C. glutamicum*. Among the direct targets of HrrA are many further targets encoding proteins of unknown function, including several ABC transport systems with a potential role in heme uptake or export. Therefore, this dataset provides guidance for further functional analysis of these HrrA targets to decipher their role in heme homeostasis.

### Coordinated control of the respiratory chain

Among the most significantly affected targets in the Δ*hrrA* mutant were many genes encoding components of the respiratory chain (26). These genes comprise all the genes constituting the cytochrome *bc*_1_-*aa*_3_ branch of the respiratory chain (*ctaE-qcrCAB*, *ctaCF* and *ctaD*) (68); genes encoding the cytochrome *bd* branch (*cydAB* (26)); *ctaA (**69**) and ctaB* (70), encoding enzymes responsible for heme *a* synthesis; and *lldD* and *dld*, encoding lactate dehydrogenases that contribute to the reduced menaquinone pool (26) (Figure 4; Supplementary Figure S12 and Table S3).

In a recent study, Toyoda and Inui described the ECF sigma factor σ^C^ to be an important regulator of both branches of the *C. glutamicum* respiratory chain. The *ctaE-qcrCAB* operon was shown to be significantly downregulated after σ^C^ overexpression due to binding of the sigma factor to the antisense strand of the promoter (35). Here, we demonstrated that this repression is counteracted by HrrA, which not only represses *sigC* but also activates *ctaE-qcrCAB* expression. While the two proteins have antagonistic effects on the expression of the supercomplex, both σ^C^ and HrrA positively regulate the *cyd* operon, encoding the cytochrome *bd* branch of the respiratory chain (Figure 5).

Interestingly, a hierarchy in the regulon was reflected by the differences in the apparent *K*_d_ values of HrrA with P*_cydA_* and P*_sigC_*, which were 2-fold lower than those with the promoter of *ctaE*. These findings were also consistent with the ChAP-Seq experiments, where the peaks upstream of *ctaE* and *ctaD* were among the highest peaks at T_0_ and after 0.5 h (Figure 4A). These data suggest that under conditions of sufficient heme supply, production of the cytochrome *bc*_1_–*aa*_3_ supercomplex is preferred, which is highly effective but requires the incorporation of six heme molecules (in contrast to only three molecules for the synthesis of the *bd* oxidase). Repression of *sigC* by HrrA and the relatively low affinity to the *cydAB* promoter results in delayed production of the *bd* branch. Under the applied aerobic conditions, available heme is thus first channeled to the cytochrome *bc*_1_–*aa*_3_ supercomplex before the cytochrome *bd* oxidase is used, which is less efficient but has a higher oxygen affinity. Remarkably, HrrA was also found to activate expression of genes involved in PTS-dependent (*ptsH* and *ptsG*) and -independent (*iolT1*) glucose uptake thereby ensuring a high glucose uptake rate under conditions of active cellular respiration.

### Interference with other regulatory networks

Deletion of the *hrrA* gene led to more than 2-fold upregulation of 174 genes, while 135 genes were downregulated after the addition of heme. Several other genes were significantly affected but to a lesser extent. Remarkably, among the direct target genes controlled by HrrA, we identified several prominent global regulators, including the regulators of acetate metabolism *ramA* and *ramB* (71,72), and *amtR* encoding the master regulator of nitrogen control (73). Furthermore, *cpdA* encoding a cAMP phosphodiesterase playing a key role in the control of cellular cAMP levels in *C. glutamicum* (74) was found to be under direct control of HrrA. These examples illustrate the profound influence of HrrA on cellular networks and the systemic response cells have programmed to respond to heme availability.

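*ramB*, the gene of a regulator of acetate metabolism, was lower in Δ*hrrA* cells at each time, at 329 ± 6.31 against 641 ± 44.3 TPM at 0 h (SD, n = 2, log2(Δ*hrrA*/wt) −0.96, adjusted p = 1.3e-05 from limma), −0.74 at 0.5 h and −0.56 at 4 h, the last not called under median-ratio scaling (−0.28, adjusted p = 0.1). *ramA* was lower at 0 h (−0.58) and 0.5 h (−0.47) and higher at 4 h, at 195 ± 23.4 against 130.2 ± 7.74 TPM (0.58, adjusted p = 0.00031). *amtR* had 196 ± 2.43 against 264 ± 15.4 TPM at 0 h (−0.43, adjusted p = 0.00019), was higher by 0.26 at 0.5 h (adjusted p = 0.0046, but 0.43 under median-ratio scaling and 0.13 under quantile normalization) and did not pass the test at 4 h (0.07, adjusted p = 0.39).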

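*cpdA*, the cAMP phosphodiesterase gene, was lower in Δ*hrrA* cells 4 h after heme, at 118 ± 13.4 against 166 ± 18 TPM (SD, n = 2, log2(Δ*hrrA*/wt) −0.50, SE 0.11, adjusted p = 0.0031 from limma), but had −0.22 (adjusted p = 0.1) under median-ratio scaling. At 0 h it had −0.17 (adjusted p = 0.22). At 0.5 h it was higher, at 209.8 ± 22.5 against 165 ± 7.51 TPM (0.34, adjusted p = 0.02), a call lost without the first wild-type (0.29, adjusted p = 0.12) or the first Δ*hrrA* replicate (0.23, adjusted p = 0.17) at 0.5 h and under both other scalings (adjusted p = 0.19 and 0.088).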

## CONCLUSION

Genome-wide analyses of targets controlled by prokaryotic transcription factors will change our view on many systems we believe to know. In this study, we provide an unprecedented insight into the systemic response to heme coordinated by the TCS HrrSA. Given the many properties of this molecule, the complexity of this response is actually not surprising but paves the way for further functional analysis of HrrA targets with so far unknown functions in heme homeostasis.

## DATA AVAILABILITY

The custom-developed software used in this study is publicly available at GitHub repository under the link https://github.com/afilipch/afp.

All sequencing data were deposited in the GEO database under the accession numbers GSE121962 (ChAP-Seq) and GSE120924 (RNA-Seq).

## Supplementary Material

gkaa415_Supplemental_Files

# Supplementary material for: HrrSA orchestrates a systemic response to heme and determines prioritization of terminal cytochrome oxidase expression
**Source:** Nucleic Acids Res. 2020 May 26;48(12):6547–62. doi: 10.1093/nar/gkaa415
**Supplement:** gkaa415_Supplemental_Files

Supplementary Information for

HrrSA orchestrates a systemic response to heme and determines prioritisation of terminal cytochrome oxidase expression

Marc Keppel^{1#}, Max Hünnefeld^{1#}, Andrei Filipchuk^{1#}, Ulrike Viets¹, Cedric-Farhad Davoudi¹, Aileen Krüger¹, Eugen Pfeifer², Christina Mack¹, Tino Polen¹, Meike Baumgart¹, Michael Bott¹, and Julia Frunzke^{1*}

#These authors contributed equally to this work.

This PDF file includes:

Figure S1: Schematic overview of the convolution profiling.

Figure S2: Assessment of significance for the reported peak intensity values.

Figure S3: Global binding pattern of HrrA in the *C. glutamicum* genome in response to heme addition.

Figure S4: Distribution of distances from HrrA binding peaks centers to the closest gene start site (transcription start site, TSS).

Figure S5: HrrA binding to selected target promotor regions.

Figure S6: Derivation of a HrrA binding motif revealed a weakly conserved palindromic sequence.

Figure S7: Visual inspection of *C. glutamicum* cells before and after addition of heme.

Figure S8: Growth assays revealed an increased sensitivity of $\Delta hrrA$ cells against oxidative stress.

Figure S9: Binding affinity of HrrA to selected target promoters.

Figure S10: Time-resolved differential gene expression analysis.

Figure S11: Correlation of HrrA binding and expression change.

Figure S12: HrrA coordinates expression of *ctaA* and *ctaB* in response to heme.

Table S1: Bacterial strains and plasmids used in this study.

Table S2: Oligonucleotides used in this study.

Table S5: Pearson correlation for the gene expression values (TPM) between the two biological replicates.

SI References

Other supplementary materials for this manuscript include the following separate files:

Table S3: Full Dataset, binding peaks HrrA and transcriptome analysis of *C. glutamicum* wild type and $\Delta hrrA$.

Table S4: Filtered dataset of time resolved transcriptome analysis of *C. glutamicum* wild type and $\Delta hrrA$ with genes showing at least two-fold alteration.

Supplementary Figures

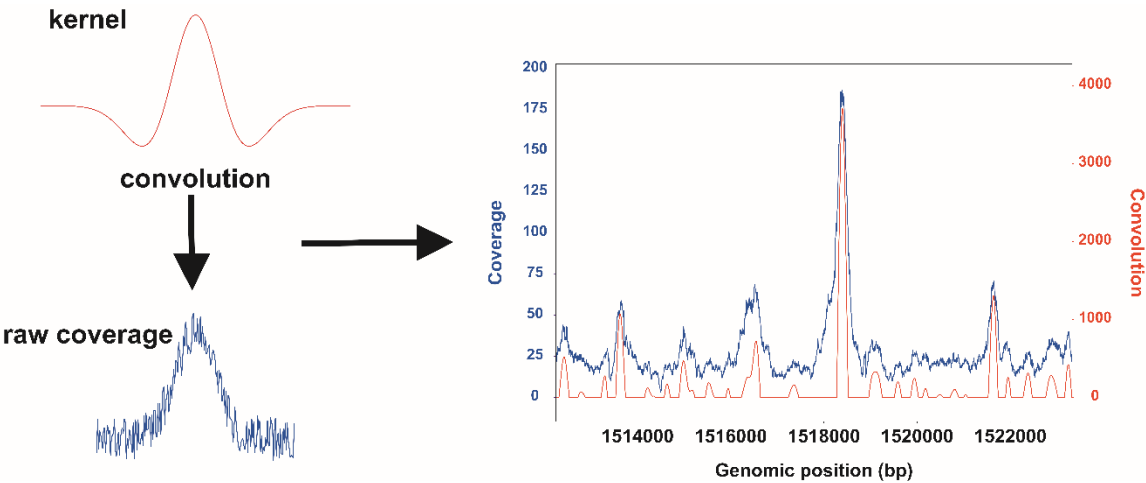

Figure S1: Schematic overview of the convolution profiling. Read coverage was convolved with negative second order Gaussian kernel. The convolved read coverage was then scanned to discover the local maxima (peaks).

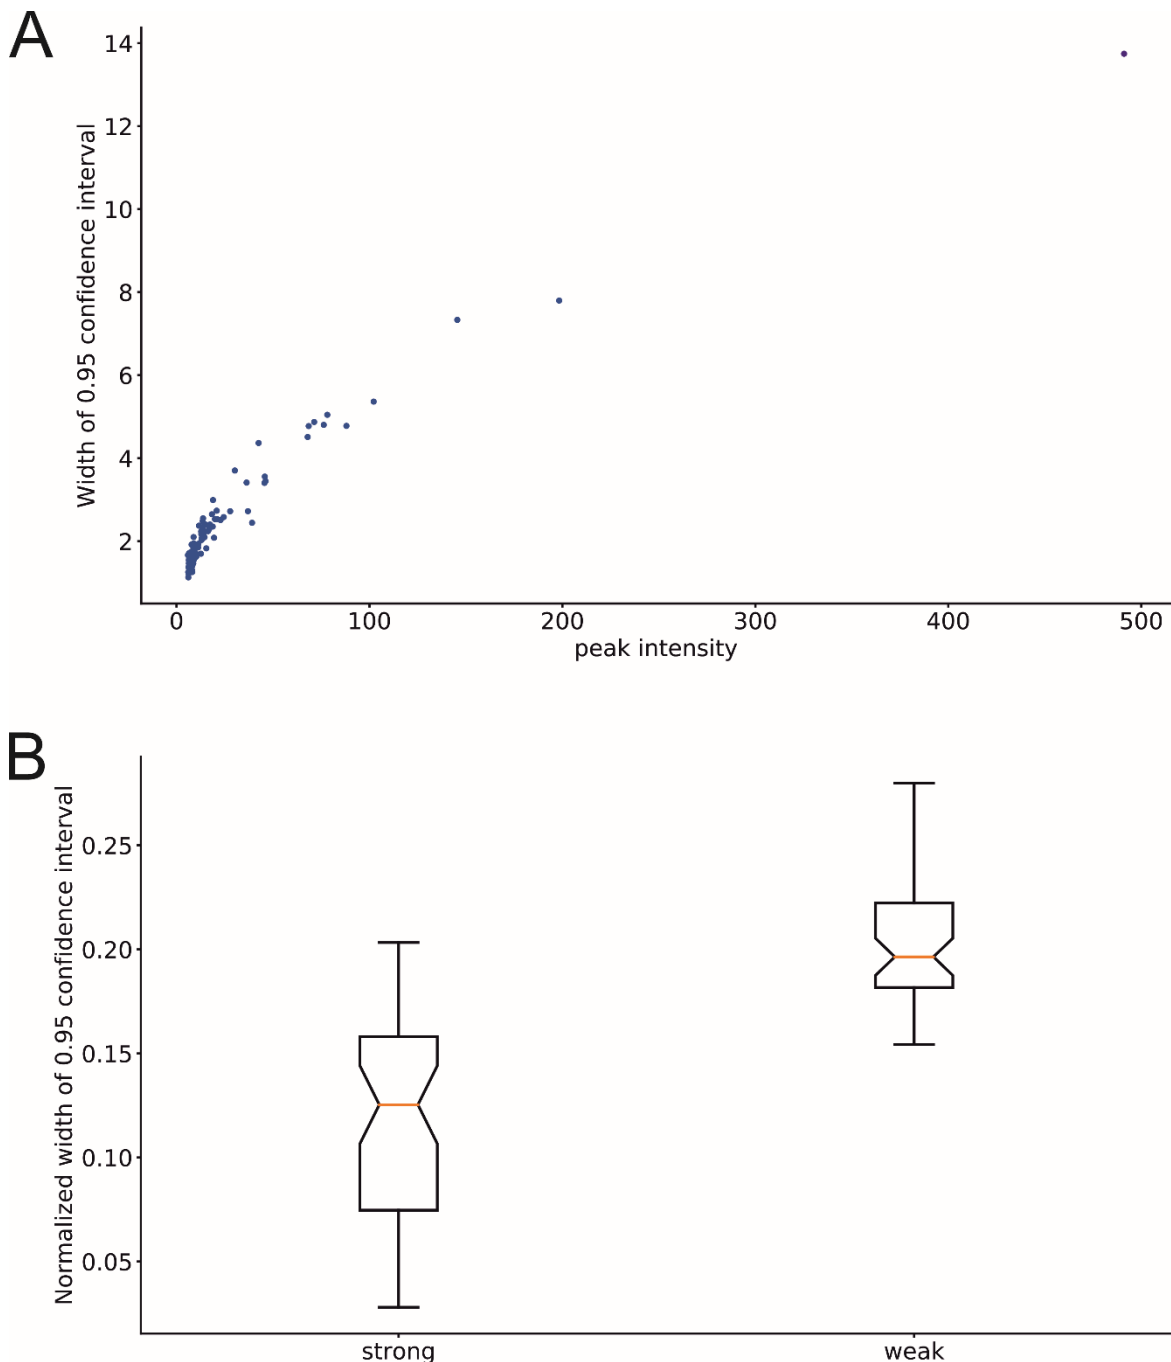

Figure S2: Assessment of significance for the reported peak intensity values. (A) The error of peak intensity value (0.95 confidence intervals width) linearly depends on its absolute value. The stronger the peak the less the confidence in its absolute value. In contrast, the relative error normalized to peak intensity is similar for peaks of various strength, hence can be used as universal measure for significance assessment. (B) Distribution of the normalized confidence intervals width (NCIW) among the detected peaks. The distribution is represented as box plots with box edges at 1st and 3rd quantiles and box whiskers at minimum and maximum values. For the weak peaks (peak intensity <10) average NCIW is around 0.2 and limited by 0.28, while for the strong ones the average NCIW is around 0.13 and limited by 0.2. The upper limits were taken for the final estimation, as the most conservative confidence evaluation was pursued.

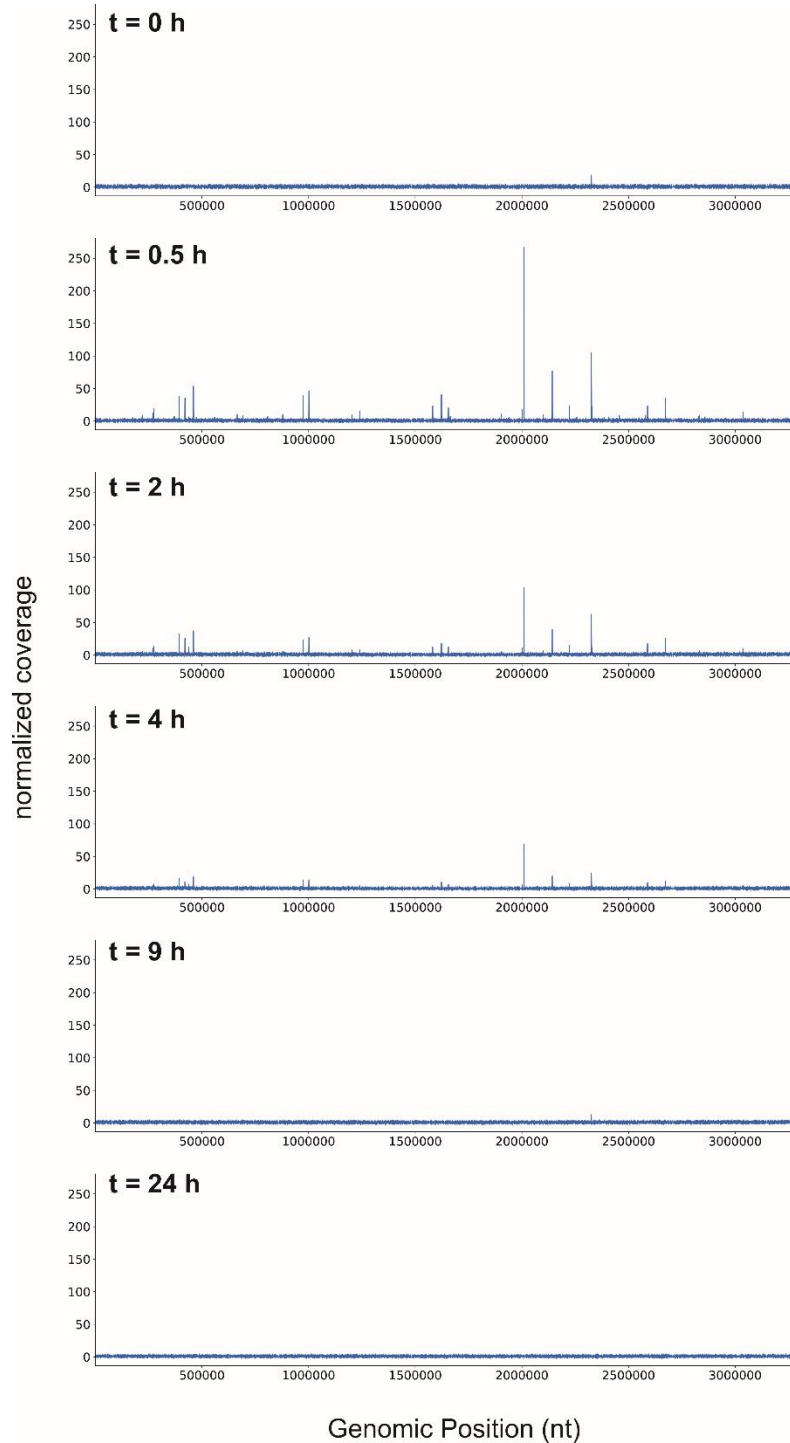

77

78

79 **Figure S3: Global binding pattern of HrrA in the *C. glutamicum* genome in response to hemin**
80 **addition.** Genomic coverage (number of reads covering a particular genomic position) was
81 normalized to the average coverage of the regions not harbouring binding peaks. Thus, depicted
82 peak intensities are comparable between different time points. The strain *C. glutamicum::hrrA-C-*
83 *twinstrep* was cultivated in CGXII minimal medium (lacking FeSO₄) supplemented with 2% (w/v)
84 glucose and 4 μM hemin was added at 0 h. Cells were harvested at different time points as
85 described in Figure 1.

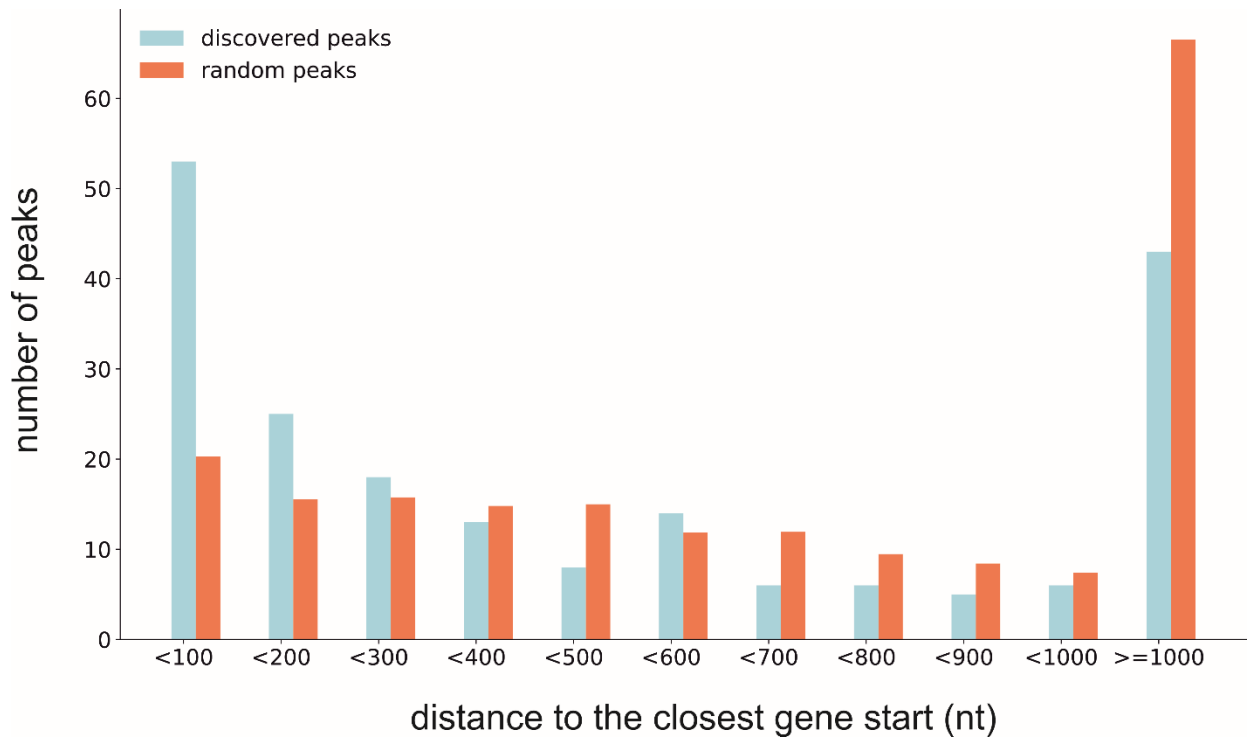

Figure S4: Distribution of distances from HrrA binding peaks centres to the closest downstream gene start site (transcription start site, TSS). As a background (red color), random peaks of the same width as real ones were generated. Random peak generation was performed 100 times and resulting distance distributions were then averaged into a single background distribution. Peaks with a distance of <100 nt can also be found up to 60 nt downstream of the TSS.

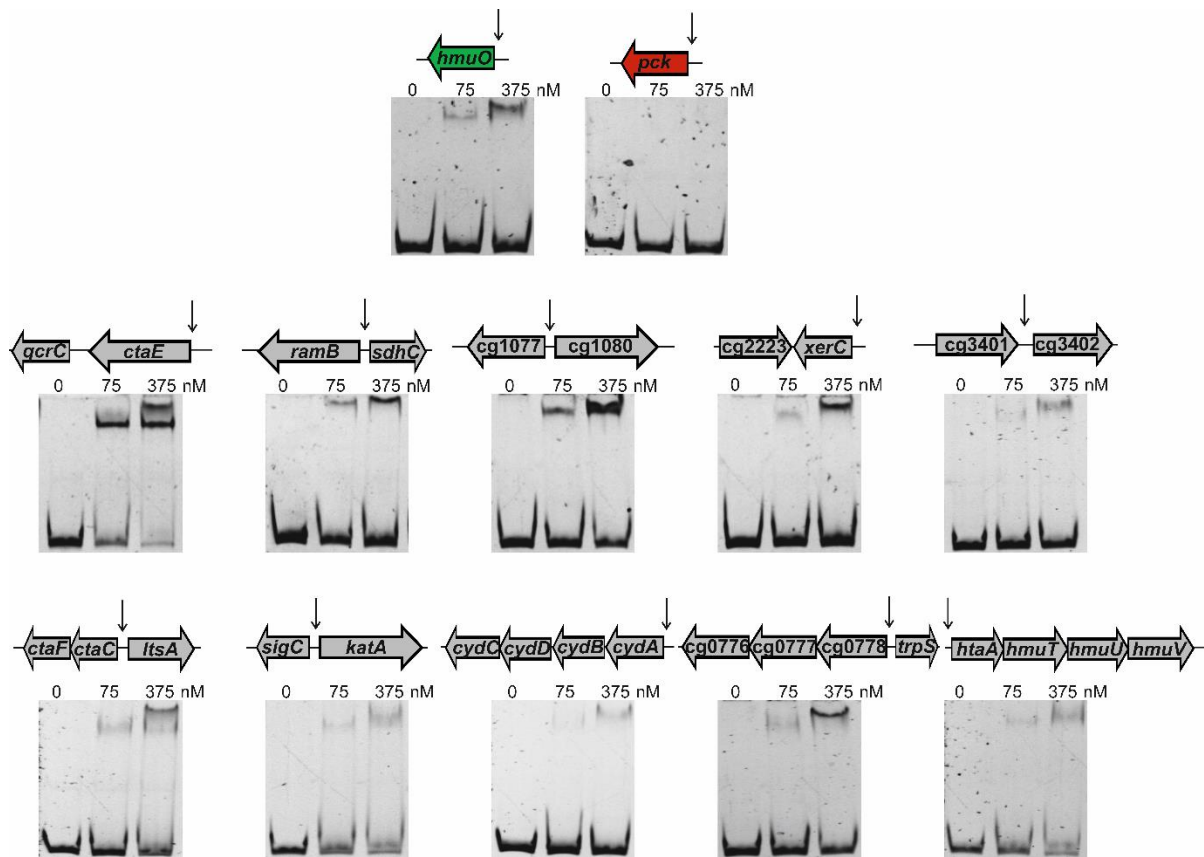

Figure S5: HrrA binding to selected target promoter regions. Protein-DNA interactions were validated by electrophoretic mobility shift assays (EMSA) using 15 nM DNA fragments covering 50 bp up- and downstream of the maximal ChAP-Seq peak height and an increasing protein monomer concentration of 0, 75 and 375 nM. The genomic location of the maximal peak height found in the ChAP-Seq experiments is indicated by an arrow. As control, the promoter regions of *hmuO* (positive control) and *pck* (negative control) were used.

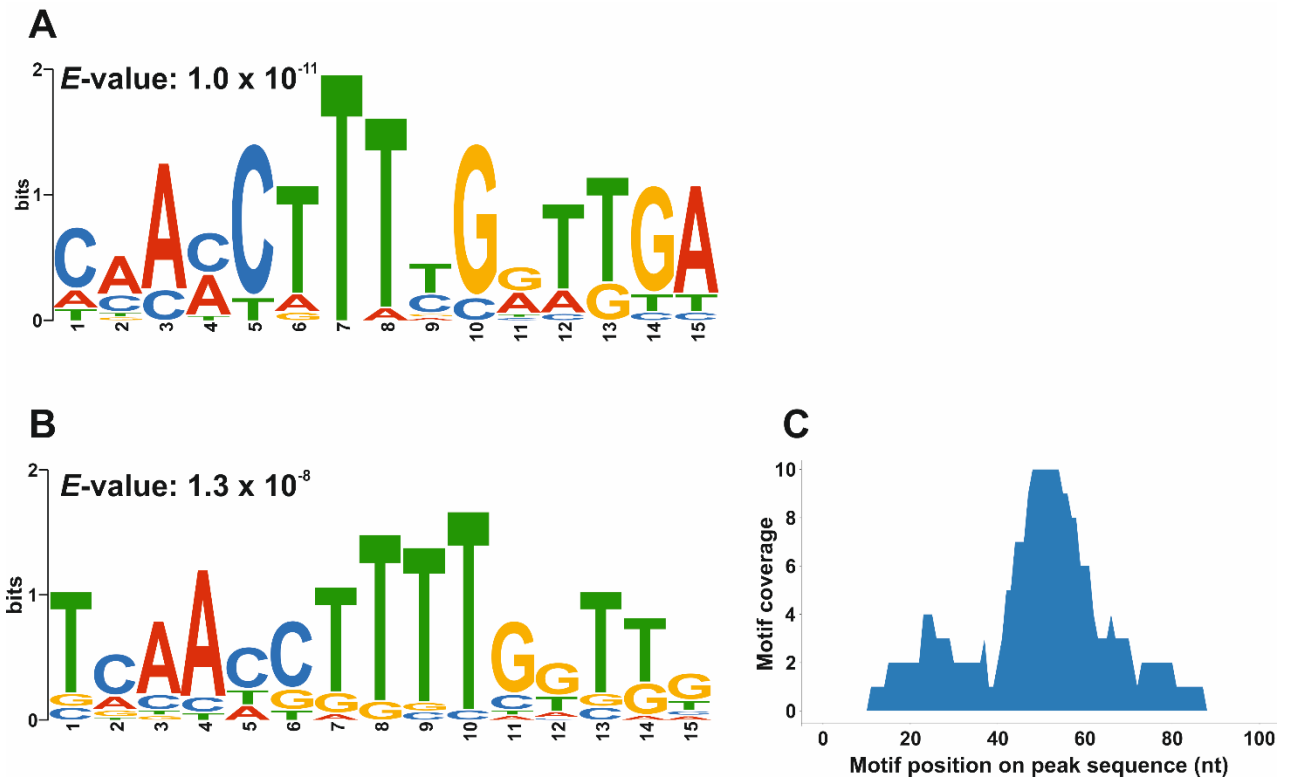

Figure S6: Derivation of a HrrA binding motif revealed a weakly conserved palindromic sequence. Sequences of all peaks with at least two-fold increased coverage (T_0) (A) or 100 bp of the tested EMSA DNA fragments (Figure S5) (B) were used for a MEME v.5 analysis (<http://meme-suite.org>). (C) Shown is the position of identified motif sequences within the analysed peak sequences used in (B). The majority of HrrA motifs centre at the position of the peak maximum (at 50 nt).

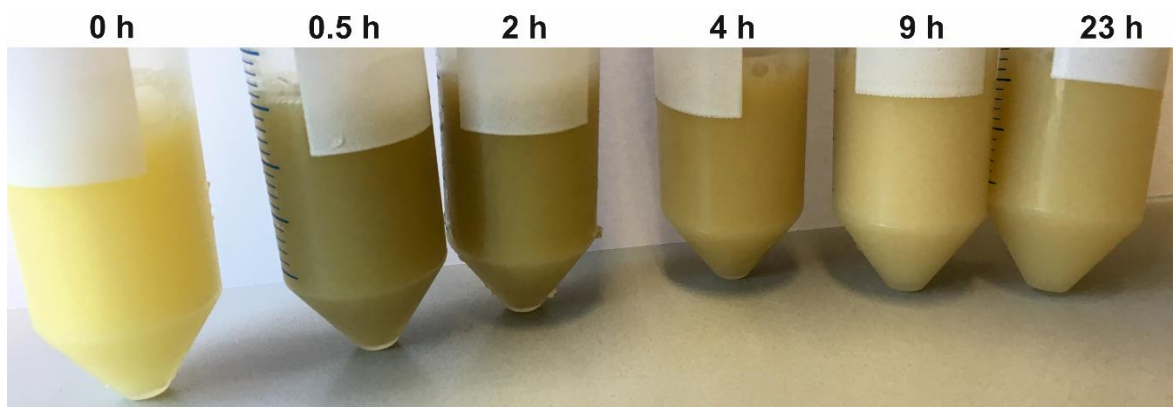

Figure S7: Visual inspection of *C. glutamicum* cells before and after addition of heme. Iron-starved *C. glutamicum* wild type cells were cultivated in CGXII medium (2 % (w/v) glucose, without FeSO_4) and cells were harvested at different time points before and after the addition of $4 \mu\text{M}$ heme. Cell pellets were subsequently resuspended in Tris buffer (100 mM Tris-HCl, 1 mM EDTA, pH 8.0) and adjusted to an OD_{600} of 3.5.

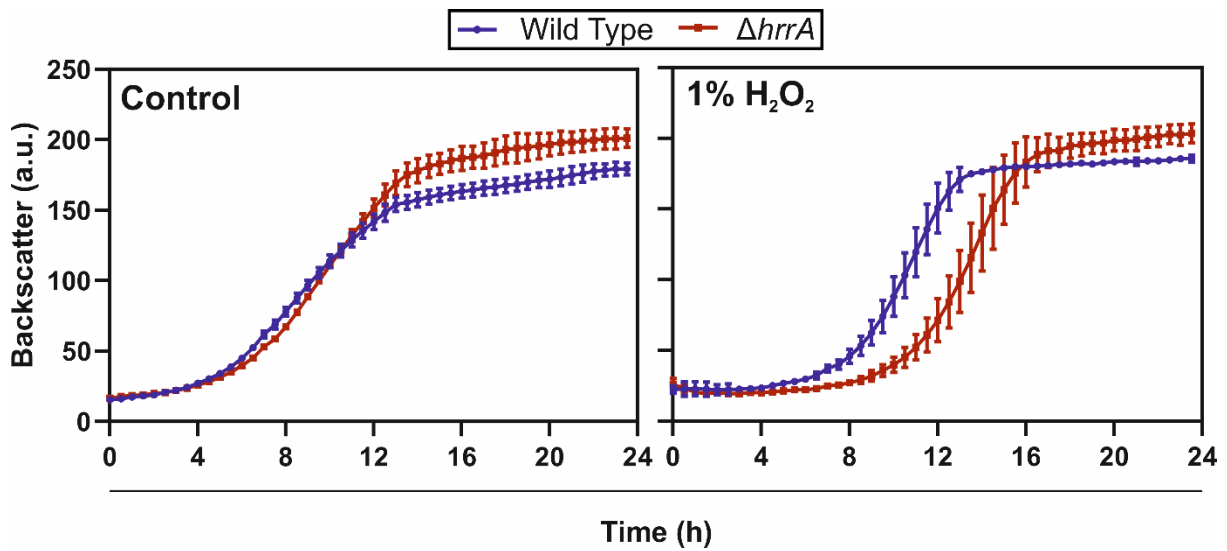

Figure S8: Growth assays revealed an increased sensitivity of *C. glutamicum* $\Delta hrrA$ against oxidative stress. Iron-starved *C. glutamicum* wild type as well as the mutant strain $\Delta hrrA$ were inoculated to an OD_{600} of 1 in CGXII medium (2% (w/v) glucose, 4 μ M hemin, without $FeSO_4$) and subsequently incubated for 15 min at RT either with 1% (v/v) H_2O_2 or without. This incubation time of 15 min served as avoidance of misleading backscatter measurements due to foam generation. After the incubation, cells were transferred to microtiter plates and cultivated in a microbioreactor cultivation system. Growth curves shown are based on backscatter measurements (expressed in arbitrary units (a.u.)) of three biological replicates. The error bars represent the standard deviation of these replicates.

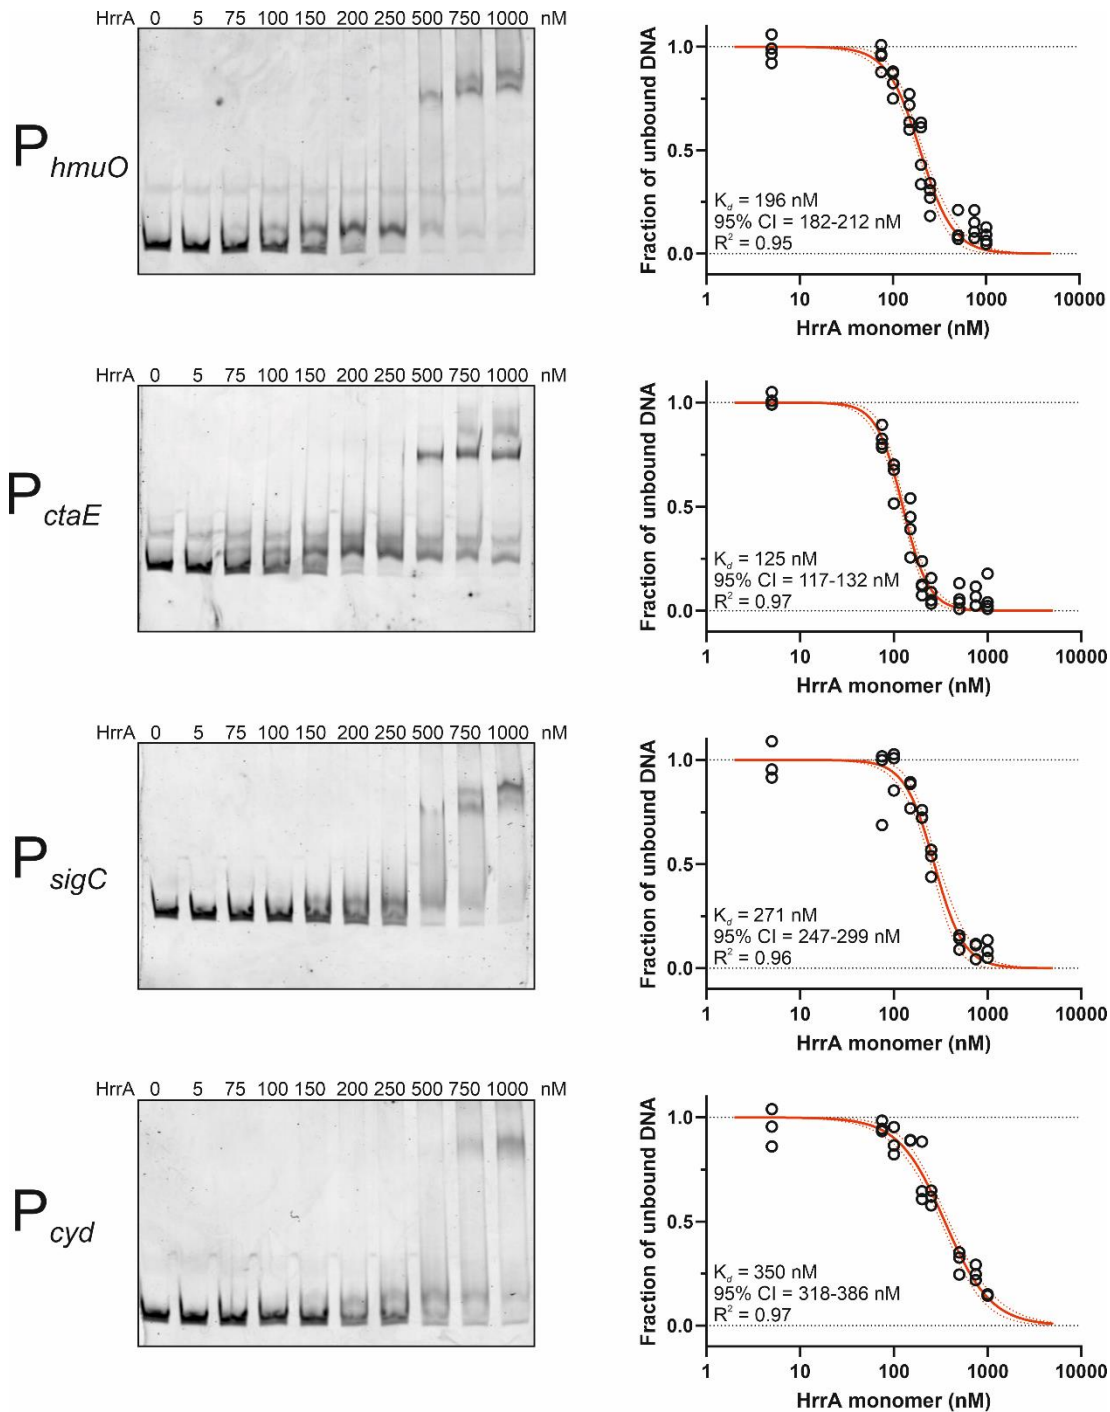

Figure S9: Binding affinity of HrrA to selected target promoters. Depicted are representative images of quantitative EMSAs used for analysis of protein-DNA interaction and the calculation of HrrA affinities to the different promoters. For the analysis, 10 nM Cy3-labelled 98-105 bp DNA fragments containing the maximal ChAP-Seq peak height were used with increasing amounts of HrrA (given as monomers). Determination of unbound DNA in EMSA studies allowed the calculation of HrrA binding affinities to different target promoters. Quantification of unbound DNA band intensities was performed using Image Studio Lite (Licor, Bad Homburg, Germany) and apparent K_d values were calculated using GraphPad Prism 7. The calculation of apparent K_d – values is based on 3-4 gels each. Black dotted lines represent top and bottom constraints for the fit. Red dotted lines represent the 95% confidence level. CI, confidence interval.

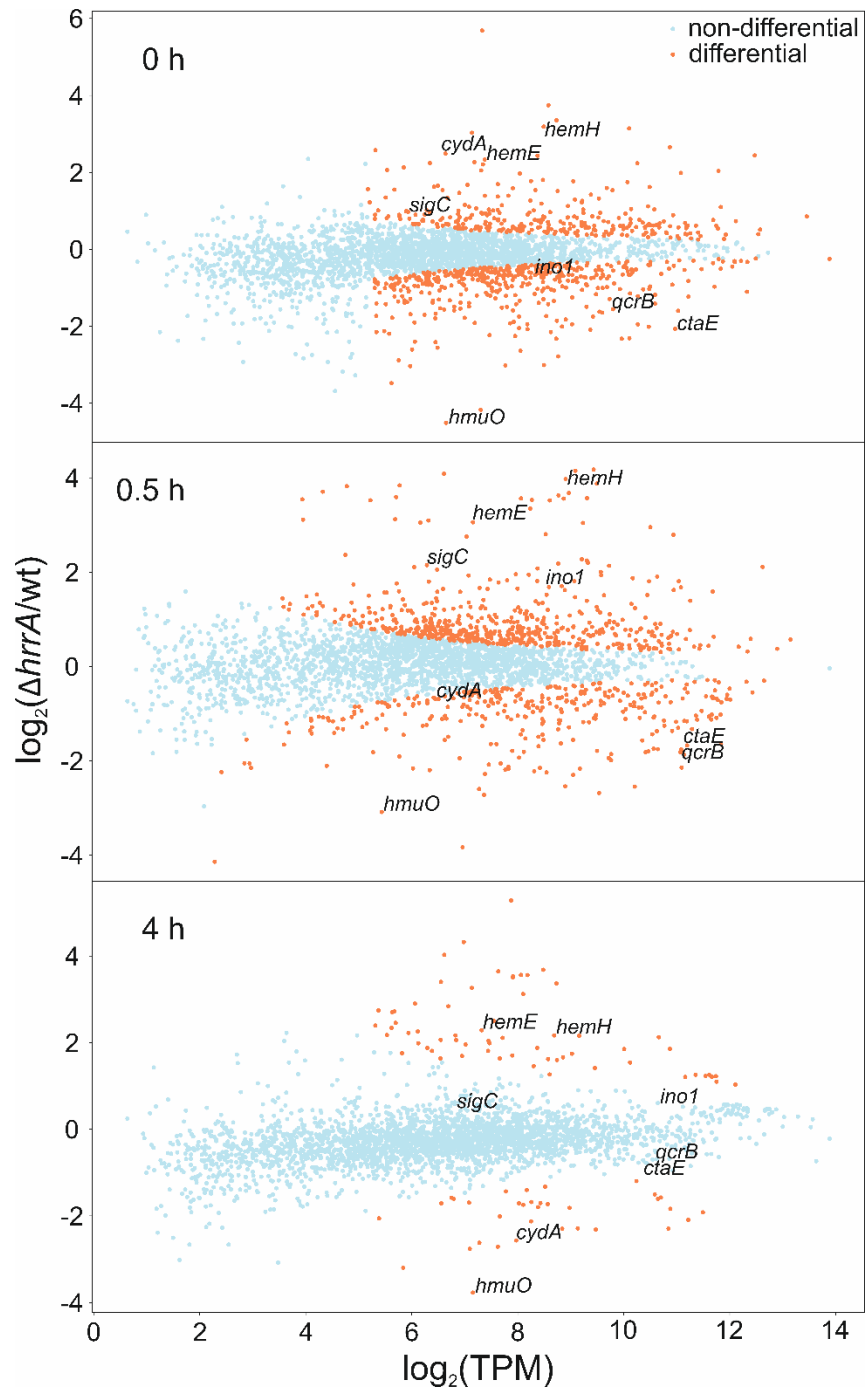

Figure S10: Time-resolved differential gene expression analysis. Shown is the $\log_2$ fold change in gene expression ($\Delta hrrA$ versus wild type) along with a $\log_2$ mean expression (expression averaged for $\Delta hrrA$ and WT samples) in transcripts per million (TPM). Orange dots represent significantly differentially expressed genes with an empirical FDR < 0.05 (see material and methods). Wild type and $\Delta hrrA$ *C. glutamicum* strains were grown in CGXII medium (without $FeSO_4$) supplemented with 2% (w/v) glucose and 4 μM hemin (T_0 is prior addition of hemin; for details on cultivation and sample preparation see material and methods).

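The rule in the paper's methods calls a gene when the difference of the strains divided by their sum exceeds a threshold that falls with mean expression. The paper adjusted its 3 parameters with a genetic algorithm, and here a grid search was used in its place that takes as many genes as possible while the share of false calls, estimated from the replicates, stays under 0.05. Applied to the deposited TPM together with a 2-fold limit, it called 195 genes at 0 h (68 higher and 127 lower in Δ*hrrA*), 326 at 0.5 h (174 and 152) and 170 at 4 h (83 and 87). Among them 188, 305 and 159 were also called by limma at 2-fold. The grid search gave A = 0.60, B = 0.06 and C = 5.0 at 0 h, 0.70, 0.08 and 1.0 at 0.5 h, and 0.35, 0.06 and 4.5 at 4 h. Genes such as *oppD*, *hmuO*, *leuD* and *hrtB* lie far from the line of equal expression.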

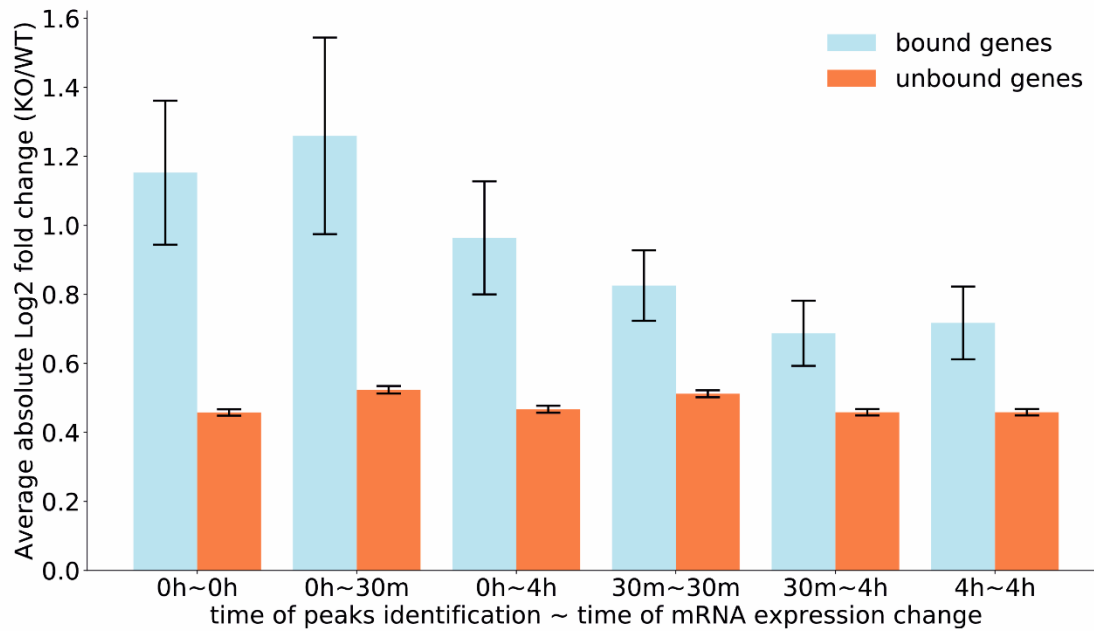

Figure S11: Correlation of HrrA binding and expression change. For the time-points 0h, 0.5h, 4h all the *C. glutamicum* protein-coding genes with decent expression (>10 TPM in $\Delta hrrA$ and WT samples) were split into groups: bound by HrrA (the ones which have an HrrA binding peak within 800 nt region upstream or 200 nt downstream to the transcription start site) and unbound. For these groups mean absolute log2 fold change ($\Delta hrrA$ /WT) was calculated for the time-points 0h, 0.5h, 4 h along with standard error of the mean.

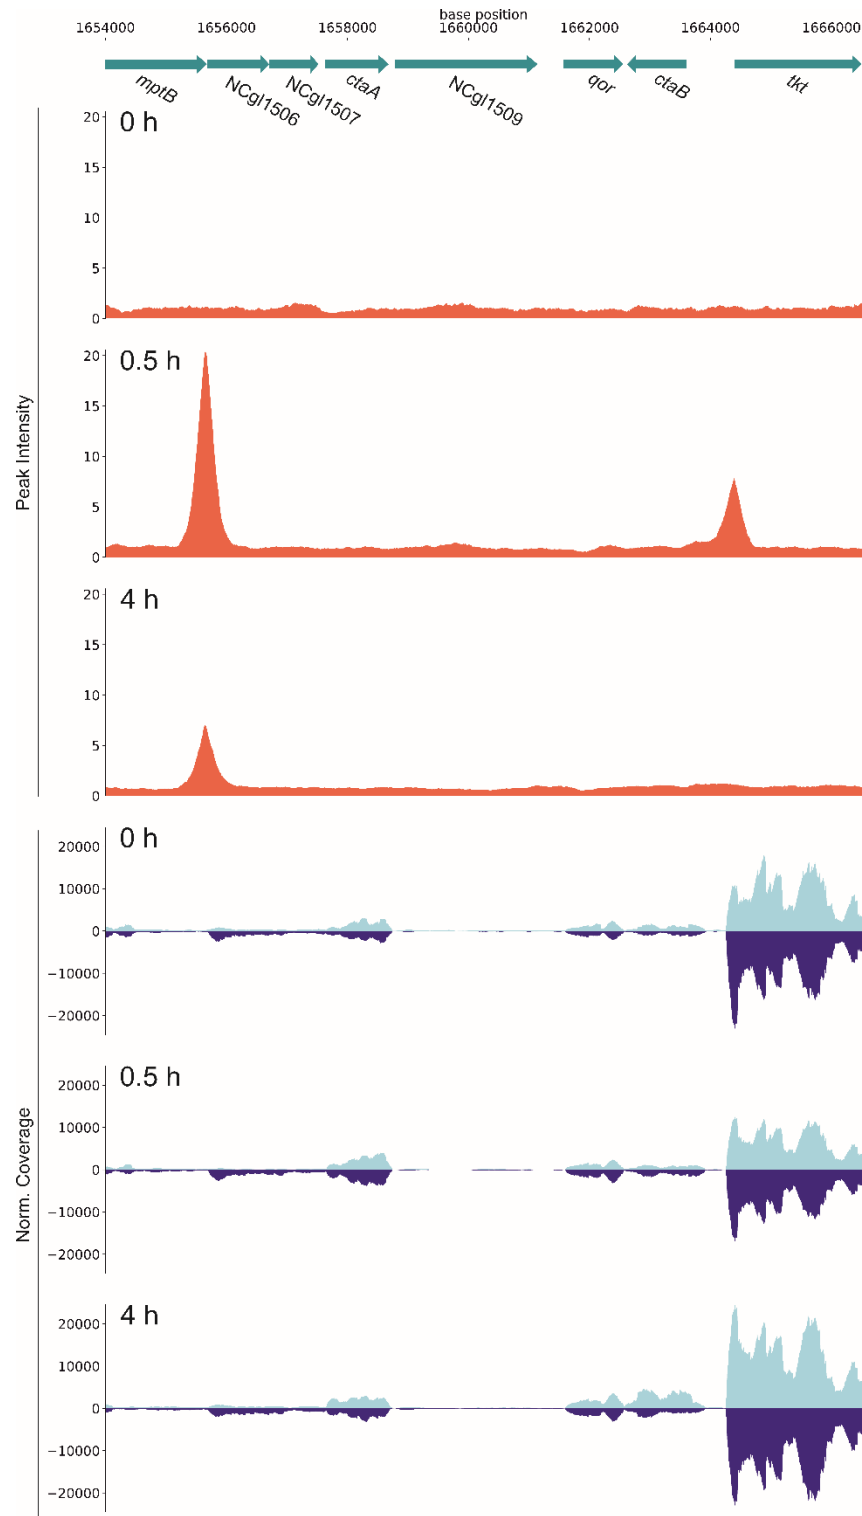

Figure S12: HrrA coordinates expression of *ctaA* and *ctaB* in response to heme. Shown are the ChAP-Seq (orange) and RNA-Seq (blue) results focusing on the *ctaA* and *ctaB* locus in the genome of *C. glutamicum*. Depicted is the genomic region between *mptB* (cg1766) and *tkl* (cg1774). For the cultivation, CGXII medium supplemented with 2% (w/v) glucose and 4 μ M hemin was inoculated with iron starved cells from a stationary culture and adjusted to an OD₆₀₀ of 3.5. Samples were analysed at the indicated time points as described in material and methods.

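*ctaB*, which encodes the heme *o* synthase needed for heme *a*, was lower in Δ*hrrA* cells 4 h after heme, at 110.1 ± 9.11 against 298 ± 31.4 TPM (SD, n = 2, log2(Δ*hrrA*/wt) −1.43, SE 0.11, adjusted p = 2.3e-06 from limma). At 0 h it was lower by a smaller margin (−0.40, adjusted p = 0.012) and at 0.5 h higher (0.43, adjusted p = 0.0072). cg1769, the other gene listed for heme *a* synthesis, had −0.32 at 0 h (adjusted p = 0.043), 0.38 at 0.5 h (adjusted p = 0.018) and −0.21 at 4 h (adjusted p = 0.16). With the replicate number as a block, 2 genes of this list were lower at 4 h, so that cg1769 gained a call there. Neither gene was called at 0.5 h under the other scalings, and the *ctaB* calls were lost without the first wild-type or the second Δ*hrrA* replicate at 0 h (adjusted p = 0.065 and 0.12) and without the second wild-type or the first Δ*hrrA* replicate at 0.5 h (adjusted p = 0.06 and 0.052). The 0 h call of cg1769 was lost under both other scalings (adjusted p = 0.13 and 0.056) and without any 1 of 5 libraries, 3 of them from 0 h and 2 from 0.5 h (adjusted p from 0.055 to 0.26), and its 0.5 h call without any 1 of 3 libraries of 0.5 h (adjusted p from 0.051 to 0.17). Adjusted over the list alone, both were lower at 0 h and higher at 0.5 h and *ctaB* was lower at 4 h, and 1 of the 2 genes is in Table S4.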

Supplementary Tables

Table S1: Bacterial strains and plasmids used in this study. Oligonucleotides used for the construction of the plasmids are listed in Table S2.

Strain	Relevant characteristics	Reference
**<i>Escherichia coli</i>**		
DH5α	<i>fhuA2 lac(del)U169 phoA glnV44 ϕ80' lacZ(del)M15 gyrA96 recA1 relA1 endA1 thi-1 hsdR17</i> ; for general cloning purposes	Invitrogen
BL21(DE3)	B F ⁻ <i>ompT gal dcm lon hsdS_B(r_B⁻m_B⁻) λ(DE3 [<i>lacI</i> <i>lacUV5-T7p07 ind1 sam7 nin5</i>] [<i>malB</i>⁺]_{K-12}(λ^S); overexpression of proteins.</i>	(1)
**<i>Corynebacterium glutamicum</i>**		
**<i>C. glutamicum</i> ATCC 13032**	Biotin-auxotrophic wild type strain	(2)
**<i>C. glutamicum</i> Δ<i>hrrA</i>**	Derivative of ATCC 13032 with in-frame deletion of the <i>hrrA</i> gene (cg3247).	(3)
**<i>C. glutamicum</i>::<i>hrrA</i>-C-<i>twinstrep</i>**	Derivative of ATCC 13032 encoding a C-terminally <i>twinstrep</i> -tagged version of <i>hrrA</i> (cg3247).	This study
**Plasmids**		
Name	Resistance	Source
**pK19 <i>mob sacB</i>**	Kanamycin	(4)
**pK19 <i>mob sacB_hrrA</i>-C-<i>twinstrep</i>**	Kanamycin	This study

Table S2: Oligonucleotides used in this study.

#	Name	Sequence
**Construction of pK19 <i>mob sacB_hrrA-C-twinstrep</i>**		
1	<i>hrrA</i> -LF-twin-strep_fw	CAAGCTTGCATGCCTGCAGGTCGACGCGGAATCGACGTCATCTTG
2	<i>hrrA</i> -LF-twin-strep_rv	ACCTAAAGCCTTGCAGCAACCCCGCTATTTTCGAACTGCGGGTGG
3	<i>hrrA</i> -RF_fw	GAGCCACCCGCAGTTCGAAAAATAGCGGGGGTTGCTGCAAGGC
4	<i>hrrA</i> -RF_rv	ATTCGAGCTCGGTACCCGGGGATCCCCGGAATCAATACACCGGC
**Amplification of DNA probes for EMSAs**		
5	<i>P_{hmuO}</i> (EMSA) fw	GAGAAATCCTCACGCTCAC
6	<i>P_{hmuO}</i> (EMSA) fw-Cy3	Cy3-GAGAAATCCTCACGCTCAC
7	<i>P_{hmuO}</i> (EMSA) rv	GGTGGGAGCCCCAAAGTTG
8	<i>P_{ctaE}</i> (EMSA) fw	CCCAAAGTGGTTTCCGCAGG
9	<i>P_{ctaE}</i> (EMSA) fw-Cy3	Cy3-CCCAAAGTGGTTTCCGCAGG
10	<i>P_{ctaE}</i> (EMSA) rv	ACGCCTTTTATTCGGGTTT
11	<i>P_{pck}</i> (EMSA) fw	CTTTCTATGGAGATGATCG
12	<i>P_{pck}</i> (EMSA) rv	CGATTAAATGGACCCTAAAC
13	<i>P_{ramB}</i> (EMSA) fw	CCTGCGCAAAGTTGCTCCCTG
14	<i>P_{ramB}</i> (EMSA) rv	CTCACAGGATACCGATCCGAAC
15	<i>P_{cg1080}</i> (EMSA) fw	CGCTCCTCTGTGGGATTTGTC
16	<i>P_{cg1080}</i> (EMSA) rv	GCCTTCACTCCCTCAAAC
17	<i>P_{xerC}</i> (EMSA) fw	CTTAGGCTTGCCTCACACAC
18	<i>P_{xerC}</i> (EMSA) rv	AATGCGGAAATGCCATAAAACC
19	<i>P_{cg3402}</i> (EMSA) fw	CATAGGGGTATAGCCTTGAG
20	<i>P_{cg3402}</i> (EMSA) rv	CAGTGTGCGCAGGTCATGCC
21	<i>P_{ctaC}</i> (EMSA) fw	GGAATACCTAAAGTCTAGGC
22	<i>P_{ctaC}</i> (EMSA) rv	GTAGGAACGTAGGGGGTAAG
23	<i>P_{sigC/katA}</i> (EMSA) fw	GGTCACCATAAAGGTGTGTAG
24	<i>P_{sigC/katA}</i> (EMSA) fw-Cy3	Cy3-GGTCACCATAAAGGTGTGTAG
25	<i>P_{sigC/katA}</i> (EMSA) rv	GCCACCAAATAATCAGCCC
26	<i>P_{cyd}</i> (EMSA) fw	GTTCCCGCTCACAGCTTAAC
27	<i>P_{cyd}</i> (EMSA) fw-Cy3	Cy3-GTTCCCGCTCACAGCTTAAC
28	<i>P_{cyd}</i> (EMSA) rv	GGTGACTTGTCAACAAGGGG
29	<i>P_{trpS}</i> (EMSA) fw	GACTTGTTTACCCAAGCAATAC
30	<i>P_{trpS}</i> (EMSA) rv	CCGGTGAGGCAACATTACC
31	<i>P_{htaA}</i> (EMSA) fw	GTCATGATGGCGTCTCGGGC
32	<i>P_{htaA}</i> (EMSA) rv	GTAATCAACGCACAAATG

Table S5: Pearson correlation for the gene expression values (TPM) between the two biological replicates. Transcriptome expression estimates for all the three time-points and both KO and WT conditions show high reproducibility. The genes with low expression (combined expression in replicates < 5 TPM) were not included in this analysis.

Time Point	WT	KO
0 h	0.9987	0.9994
0.5 h	0.9990	0.9984
4 h	0.9974	0.9964

References

- Studier, F.W. and Moffatt, B.A. (1986) Use of bacteriophage T7 RNA polymerase to direct selective high-level expression of cloned genes. *J. Mol. Biol.*, **189**, 113-130.
- Kalinowski, J., Bathe, B., Bartels, D., Bischoff, N., Bott, M., Burkovski, A., Dusch, N., Eggeling, L., Eikmanns, B.J., Gaigalat, L. *et al.* (2003) The complete *Corynebacterium glutamicum* ATCC 13032 genome sequence and its impact on the production of L-aspartate-derived amino acids and vitamins. *J Biotechnol*, **104**, 5-25.
- Frunzke, J., Gätgens, C., Brocker, M. and Bott, M. (2011) Control of heme homeostasis in *Corynebacterium glutamicum* by the two-component system HrrSA. *J Bacteriol*, **193**, 1212-1221.
- Schäfer, A., Tauch, A., Jäger, W., Kalinowski, J., Thierbach, G. and Pühler, A. (1994) Small mobilizable multi-purpose cloning vectors derived from the *Escherichia coli* plasmids pK18 and pK19: selection of defined deletions in the chromosome of *Corynebacterium glutamicum*. *Gene*, **145**, 69-73.

How the deposited data were processed for this re-analysis (not part of the article)

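RNA from *C. glutamicum* wild-type and the Δ*hrrA* mutant was compared before heme was added (0 h) and 0.5 and 4 h after it, with 2 biological replicates in each of the 6 groups and 12 libraries in all. The authors removed ribosomal RNA in successive rounds, prepared libraries with a kit that keeps the strand of the transcript and sequenced both ends of the fragments. They trimmed no reads, collapsed identical reads, aligned them with Bowtie2 in local mode keeping every alignment, and divided reads that aligned to several places in proportion to expression. The paper's text does not name the version of Bowtie2 or whether coverage was taken by strand, so values of overlapping and antisense genes are uncertain, as are those of near-identical genes. The authors deposited TPM made from the average read coverage over each gene, each library on its own, in 3 tables of 1 time each, with both replicates of a strain in 1 cell. Each library's TPM sum to 1000000 within rounding, its 10 most abundant genes hold 8.75 to 10.21% of this sum, and 10 to 37 genes are listed at 0. TPM keep no depth, so the number of reads behind a value, and a counting error, are unknown, and a test for counts was not run. The sample labels name heme at 0 h as well, and the paper's description, in which these cells had received none, was used. The values of 1 group are given as mean ± SD of 2 cultures.

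Of 3058 genes, 2832 with a mean of at least 5 TPM over the 12 libraries were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3. A linear model with 1 mean for each of the 6 groups was fitted, with an empirical Bayes variance prior that follows mean expression, so that all groups share 1 estimate of the spread. The strains were compared at each time, the times within wild-type, and the strain differences between times, as two-sided tests with Benjamini-Hochberg adjustment in each comparison and a threshold of 0.05. Counts of changed genes also required a change of at least 2-fold, and lists and targets were counted at any fold. A fold change on this scale understates the change of genes with few TPM. The targets of Table S3 were set against the genes that changed at 0.5 h with Fisher's exact test, and bound and unbound genes over 10 TPM in both strains with a two-sided permutation test of 100000 resamples. The rule of the paper's methods was applied as well, with a grid of 20, 41 and 19 values of its 3 parameters searched in place of the paper's genetic algorithm. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used beside R.

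The procedure was tested on simulated data with 2841 genes. For a simulated comparison of the strains at 0.5 h it recovered 64.2% of genes changed by a log2 of 0.5, 94.0% of those changed by 1 and 98.5% of those changed by 2, and called 18 of 2641 unchanged genes. The 18 false calls stand beside 43, 63 and 65 recovered genes of these sizes, a larger share than the adjusted p threshold aims at. The fold limit of the reported counts was not applied, as genes changed by a log2 of 0.5 were recovered. With no simulated change it called 0 genes at 0 h and 0 at 4 h. Among measured genes of at least 100 TPM, the Δ*hrrA* replicates at 4 h had a standard deviation of 0.218. The other groups reached at most 0.126. The 0 calls at 4 h thus do not show how often unchanged genes were called in the measured comparison.

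Genes are named as Tables S3 and S4 of the paper pair them with locus tags, which covers 350 genes, and all others are given by locus tag. Of the 495 genes of Table S4 11, and of the HrrA targets 10, were not found in the deposited tables under their locus tag. The 113 genes named by rule are the genes of Table 1 and those the text names with RNA-Seq data, for each comparison of the strains the 5 largest increases and the 5 largest decreases among called genes with a mean of at least 10 TPM and no overlap between the strains, and from each list up to 4 members with the largest absolute change. Values of these samples in Tables 1, S3 and S4 had been seen when this rule and the 21 gene lists were written. The prophage region CGP3 was counted as a further list, and a planned list of ribosomal protein genes was not analysed here, since the tables pair names only with genes that the study had listed as changed or bound. Counts of changed genes and targets, overlaps, gene lists and named genes were computed again under 9 alternatives and with each of the 12 libraries left out in turn. The differences between bound and unbound genes were computed again with other peak sets and filters, after centring and without each of the 4 libraries of the time, and the replicate correlations on the log2 scale, as Spearman's rho and without a filter. The 9 alternatives of the fit were median-ratio scaling and quantile normalization of the libraries, pseudocounts of 0.1 and 5, no filter and a minimum mean of 10 TPM, a fit to the compared libraries alone, the replicate number as a block, and a variance prior without trend. Other splits of the libraries and tests for an outlying value within a group were not run, since each group holds 2 libraries.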

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

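The tests of scaling and of single libraries for the sulfate genes and the test of a rise of the whole *opp* region were chosen after the result was seen, the other tests below before it.

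The effect of the *hrrA* deletion differed between times in a test of the difference itself, the interaction of strain and time in limma. It passed, at any size, for 1254 genes between 0 and 0.5 h, for 1570 between 0.5 and 4 h and for 1387 between 0 and 4 h. The strain difference went up for 953, 351 and 582 of them and down for 301, 1219 and 805. Its median change over all tested genes was 0.25, −0.37 and −0.10, and −0.04, 0.09 and 0.06 under median-ratio scaling. That scaling gave 446, 753 and 741 genes going up and 559, 517 and 556 going down. The counts and their directions thus depend on how the libraries are scaled. Of 113 genes named by rule 107 passed in at least 1 pair of times. Many were named for large strain differences in the same data, so this count is no separate evidence. The 17 of the 107 genes that were called at least 2-fold higher at one time and 2-fold lower at another are given here with the change of their strain difference on the log2 scale. Genes of the heme exporter and its sensor kinase went from lower to higher between 0 and 4 h, with 7.18 for *hrtA*, 7.15 for *hrtB* and 2.88 for *chrS*. Genes of siderophore uptake and use did the same, with 5.05 for cg0768, 4.95 for cg0767, 4.58 for cg0927 and 4.51 for cg0928, as did *ssuR*, a regulator gene of sulfonate use, with 3.94. The *bd* oxidase operon went from higher to lower, with −5.19 for *cydC*, −5.02 for *cydA*, −4.76 for *cydB* and −4.60 for *cydD*. Between 0 and 0.5 h *urtA* of the urea transporter changed by 4.46 and cg2674 by −2.48. Between 0.5 and 4 h the permease gene cg3399 changed by 4.76, *metY* of methionine synthesis by 3.63 and *lldD* by 2.84 (SE 0.63, adjusted p = 0.0027), the last with Δ*hrrA* replicates far apart at 4 h.

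Several gene groups that the paper's text does not discuss, or names without expression values, differed between the strains at an adjusted p under 0.05. Higher in Δ*hrrA* were 8 ATP synthase genes at 0 h, 8 arginine biosynthesis genes at 0.5 h and 18 siderophore and iron uptake genes at 4 h. Lower at 0 h were 6 sulfonate genes, 6 methionine genes and 16 genes of nitrogen control, of which median-ratio scaling called 3, 6 and 16 and quantile normalization 2, 6 and 16. Of the sulfonate genes 2 were lower at 0 h without the second wild-type replicate of that time, 2 without the second and 3 without the first Δ*hrrA* replicate. Lower at 0.5 h were 9 genes of sulfate assimilation, 9 of protocatechuate catabolism, 7 of iron storage and Fe-S assembly, 6 of copper homeostasis and 5 of heat shock. Of the copper genes *copR* lost its call without the first wild-type or the second Δ*hrrA* replicate at 0.5 h (adjusted p = 0.054 and 0.068). In the prophage region CGP3 34 genes were lower at 4 h and 4 higher, but median-ratio scaling called 7 lower and 11 higher, and quantile normalization 18 lower and 7 higher, and 11 were lower without the first wild-type replicate at 4 h, 14 without the second Δ*hrrA* replicate at 4 h and 16 from the 4 libraries of 4 h alone. By the same threshold 1137 of all 2832 tested genes were lower at 4 h and 373 higher. The 129 tested CGP3 genes were thus called less often than genes at large. Most members of these lists, apart from heat shock and CGP3, stand in Table S4, so the lists are not independent evidence.

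The 9 sulfate assimilation genes were lower in Δ*hrrA* at 0.5 h, with a median log2(Δ*hrrA*/wt) of −0.70, and higher at 4 h, with 3.33, while the median change in wild-type cells between these times was −7.12 on the same scale. Under both other scalings the list median at 4 h was 3.60 or more. They moved the median of all tested genes only from −0.24 to 0.04 and −0.03, so this test could hardly have gone the other way. What argues against scaling is that this shift of all genes was far smaller than the list median. One aberrant library is argued against, since the list median was 3.24 or more without any 1 of the 4 libraries at 4 h. A lag of Δ*hrrA* cells for all genes alike is argued against as well. The 72 genes outside the sulfur lists that fell by at least 3 on the log2 scale in wild-type had a median strain difference of −0.14 at 4 h (bootstrap interval −0.28 to 0.05). But 11 of these 72 were at least 2-fold higher, where 87 of all 2832 tested genes were called so at 4 h. What stays open is a lag of sulfur use alone, a lag of a part of the falling genes or a lasting difference between the strains, none of which these data test.

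*oppD*, an ATPase gene of a peptide transporter that the paper's text does not discuss, was higher in Δ*hrrA* by 5.48 at 0 h, 3.29 at 0.5 h and 5.17 at 4 h, whereas its neighbours moved less, *oppA* by −1.62 and *oppB* by −1.85 at 0 h and *oppC* by 0.53, 0.85 and 1.45 at the 3 times. A rise of the whole region is argued against, as the median of 6 neighbours was at most 0.10 and as low as −0.88. A change of the whole region in either direction stays open, with a median absolute change of the neighbours of at most 0.90 and at least 0.29. A sequence change at *oppD* in the mutant and reads shared with another gene, which may also raise a single gene at every time, were not tested, and no biological explanation was tested.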

How the results depend on the processing

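Chosen after the result was seen were the study's rule at any fold for targets, all alternatives for single genes over time, and the variance prior without trend for named genes and lists. For changed genes with a peak and for overlaps between times so were the other scalings, the compared libraries alone, the libraries left out in turn and the prior without trend, and for changed genes with a peak the replicate block. The other alternatives were chosen before it. Left out in turn, single libraries gave 229 to 306 changed genes at 0 h, 294 to 321 at 0.5 h and 176 to 273 at 4 h, against 236, 306 and 207, and the other alternatives of the fit 211 to 249, 256 to 318 and 166 to 229. Within wild-type the counts for 0 to 0.5 h, 0.5 to 4 h and 0 to 4 h lay at 409 to 467, 953 to 988 and 779 to 866 without single libraries and at 352 to 438, 881 to 987 and 734 to 838 otherwise, and those of the strain difference between the same times at 1059 to 1351, 1365 to 1648 and 1192 to 1418 and at 1005 to 1465, 1270 to 1602 and 1238 to 1487. Of 7119 values of 339 results on named genes 6819 kept direction and call, 172 lost the call, 65 gained it and 63 changed sign, 61 of the last called in neither setting, the exceptions being *aftC* at 4 h and *ppgK* at 0.5 h under median-ratio scaling. A variance prior without trend ended, among others, the calls of *sufC*, *ptsS*, cg1769 and *lldD* at 0 h, *ppgK* and *ssuD1* at 0.5 h and *dnaK*, cg3099, *lysC* and *lldD* at 4 h, the compared libraries alone those of *htaD* and *gapB* at 0 h and *amtA*, *aftC*, *lysC* and *lldD* at 4 h, and a pseudocount of 0.1 those of *htaD* at 0 and 4 h. Of 1386 list counts 57 moved by over 1.5 times or off 0. Only the direction with more called genes was counted for each list and time. Counts in the other direction moved too: higher genes of iron storage and Fe-S assembly at 4 h went from 0 to 5 under median-ratio scaling and 4 under quantile normalization. Of 882 values for genes over time 21 lost the call and 1 gained it, and none changed sign: the early wild-type changes of *hrrA*, *ctaE* and *sigC* were the fragile ones, and the strain difference of *ctaE* between 0 and 0.5 h went from 0.39 to 0.10 (adjusted p = 0.62 from limma) under median-ratio scaling. Depth is unknown for all libraries, a library left alone in its group is assumed to vary like the other groups, and count-based alternatives were not run, since the values are TPM.

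A 2-fold change of the mean with no test gave 330 genes at 4 h, and a 2-fold limit 55 changed targets. Only 22 changed genes had a peak of at least 3 at 0.5 h, a smaller set by construction. The difference between bound and unbound genes at 0, 0.5 and 4 h was 0.563, 0.55 and 0.44 with peaks at 0 h and 0.605, 0.83 and 0.478 with peaks of at least 10 at 0.5 h. Replicate correlations for wild-type and Δ*hrrA* at 0 h, then at 0.5 h, then at 4 h were 0.9836, 0.9948, 0.9960, 0.9960, 0.9932 and 0.9905 on log2(TPM + 1) and 0.9938, 0.9971, 0.9975, 0.9975, 0.9955 and 0.9916 as Spearman's rho, and without a filter Δ*hrrA* at 4 h had 0.9964. The replicate number is only the place of a value in its cell, and deviations of libraries at the same place correlated at 0.00, −0.02 and 0.25 at the 3 times. With it as a replicate block 236, 304 and 208 genes changed, of which 236, 304 and 207 were called without the block.

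Values that changed sign are given as log2(Δ*hrrA*/wt), and the cause was not tested. Under median-ratio scaling they were at 0 h *sufS* 0.08, at 0.5 h *htaC* −0.12, cg0767 −0.09, cg0768 −0.06, *cydC* −0.10 and *ppgK* −0.02 and at 4 h *murA* 0.20, *csoR* 0.05, *htaA* 0.20, *tusG* 0.13, *gapB* 0.20, *ptsG* 0.23, cg1769 0.07, *aftC* 0.06, *ptsI* 0.06, *amtB* 0.17, *pcaF* 0.11, *pcaD* 0.18, cg3097 0.15 and *copO* 0.11. Under quantile normalization they were at 0 h *iolT1* 0.03 and *benR* 0.13, at 0.5 h *cydC* −0.03, cg2556 0.03 and *htaD* 0.56 and at 4 h *murA* 0.07, *htaA* 0.10, *urtA* 0.45, *gapB* 0.03, *ptsG* 0.08, *amtB* 0.21, *pcaF* 0.20, *pcaD* 0.19, cg3097 0.01 and *copO* 0.13. Without single libraries the ranges that crossed 0 were at 0 h *murA* −0.03 to 0.06, at 0.5 h *htaC* −0.02 to 0.11, cg0767 −0.23 to 0.31, cg0768 −0.12 to 0.24, *tusG* −0.13 to 0.05, *cydC* −0.03 to 0.18, cg2556 −0.29 to 0.25 and *htaD* −0.41 to 0.11 and at 4 h *murA* −0.28 to 0.11, *csoR* −0.57 to 0.11, *htaA* −0.19 to 0.03, *hmuV* −0.06 to 0.36, *urtA* −0.43 to 0.02, *ptsG* −0.13 to 0.04, cg1759 −0.03 to 0.06, *sufS* −0.02 to 0.08, *sufC* −0.04 to 0.09, *amtB* −0.33 to 0.12 and cg3226 −0.01 to 1.42.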

Differences from the paper's values

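The study's rule for the targets at any fold and the alternatives for the wild-type time course were chosen after the values were seen, and the other alternatives here were set before the data were examined.

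The paper gives 109 of the targets as changed, 64 increased and 55 decreased, with no time or threshold stated beside them, while 183 passed the test here at 1 time or more, 97 were higher at some time (41 only higher) and 142 lower at some time (86 only lower). For the changed targets no alternative set before the data were examined came within 1.5 times of the paper's number, as they gave 171 to 185, 176 to 186 without single libraries, and 55 with a 2-fold limit. The study's rule at any fold, chosen after the values were seen, gave 158, which is within 1.5 times, and 108 at 0 h alone. Table S3 does not mark which targets the paper called, so how many of them that rule drops is not counted here. For the increased targets the gap closed to within 1.5 times under median-ratio scaling (96), quantile normalization (93), the replicate block (96), a prior without trend (94) and 10 of the 12 libraries left out (88 to 95), as well as under the study's rule (85). It did not close under both pseudocounts, without a filter and with a minimum of 10 TPM (each 97), with the compared libraries alone (100), without the second wild-type or the first Δ*hrrA* replicate at 4 h (97 each) or with a 2-fold limit (25). For the decreased targets it closed under none, with 114 to 143, 128 to 145 without single libraries, 34 with a 2-fold limit and 100 under the study's rule.

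For *hrrA* itself, Table S4 of the paper gives log2(Δ*hrrA*/wt) of −11.78 at 0.5 h and −12.3 at 4 h, where the fit on log2(TPM + 1) gave −5.58 and −7.55 and the ratio of the mean TPM −9.50 and −10.48. As *hrrA* is deleted and stands at 0.07 and 0.15 TPM in Δ*hrrA*, the fitted values depend on the pseudocount and the ratios on values near 0, so that the gap to the paper's values is not a measured one. The alternatives gave −8.24 to −3.45 at 0.5 h and −9.84 to −5.41 at 4 h, and neither they nor the fits without single libraries came within the error of the paper's values. Over the genes of Tables S3 and S4 the paper's log2 values and the log2 ratio of the mean TPM correlated at 0.9995, 0.9977 and 0.9981 at the 3 times, and 622 of 635, 621 of 636 and 626 of 636 lay within 0.1. The TPM of these tables stood above the group means of the deposited values by median factors between 1.039 and 1.063.

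Table S5 gives replicate correlations of 0.9987 for wild-type at 0 h, 0.9994 for Δ*hrrA* at 0 h, 0.9984 for Δ*hrrA* at 0.5 h, 0.9974 for wild-type at 4 h and 0.9964 for Δ*hrrA* at 4 h, where the deposited values gave 0.9986, 0.9995, 0.9973, 0.9975 and 0.9963. A correlation has no spread between replicates here, so any difference in the last digit is listed. Without a filter the last value was 0.9964, the paper's, and the others did not reach it, and no group's correlation on log2(TPM + 1) or Spearman's rho did.

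In Fig. 4 the TPM of *ctaE* and *cydA* lie on another scale than the deposited values, and match after these are divided by 10. For *ctaE* in wild-type at 0 h the paper shows about 390 in Fig. 4, read by eye, where the deposited mean was 3792 TPM, or 379 after division, and for *cydA* in wild-type at 4 h about 45, where it was 423 TPM, or 42.3. For *sigC* no division was needed, with 79.5 TPM in wild-type at 4 h against about 84 in Fig. 4, read by eye. The legend of Fig. 4 assigns *sigC* to panels B and E and *cydA* to C and F, whereas the picture and the text have *cydA* in B and *sigC* in C. The legend of Fig. 3A gives 120 upregulated and 154 downregulated genes at 0.5 h and the paper's text 174 and 135, where 169 and 137 were called here.

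The paper names *murA* among genes with decreased transcript in Δ*hrrA*, but it passed the test at no time, with log2(Δ*hrrA*/wt) of 0.02, −0.14 and −0.08 at the 3 times, while *katA*, named beside it, was lower at 0.5 h (−0.76) and 4 h (−1.20) and did not pass at 0 h (−0.13). It states that *lldD* and *sdhCD* of succinate dehydrogenase were lower by over 3-fold, but the mean of *lldD* was 2.35-fold lower at 0 h and 2.95-fold lower at 0.5 h and was higher at 4 h (1.29 on the log2 scale, with Δ*hrrA* replicates at 153.77 and 628.01 TPM), while *sdhC* was 5.0, 3.35 and 3.05-fold lower at 0, 0.5 and 4 h, and *sdhD* was not analysed here. It names HrrA as an activator of all genes of respiratory chain components, with *ctaE*, *ctaD*, *ctaF* and *cydAB* as examples, but *cydA* and *cydB* were higher in Δ*hrrA* at 0 h (2.47 and 2.07), as the paper also reports, and lower at 0.5 h (−0.69 and −0.57) and 4 h (−2.55 and −2.69), whereas *ctaE*, *ctaD* and *ctaF* were lower at each time. It describes an early decrease of *hrrA* and *sigC* and an early increase of *ctaE* in wild-type, calls that were made here (−0.64, −0.40 and 0.21) but lost under quantile normalization, those of *hrrA* and *sigC* also under median-ratio scaling, and each without at least 1 of the single libraries left out.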

Other observations

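Both tests of the replicates at 0 h were chosen before the result was seen, and no test in this part after it.

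In wild-type cells heme was followed by broad changes that the paper's text describes for few genes, and all of them are given as log2 changes between times with calls by limma. No culture without heme was sequenced at 0.5 or 4 h, so effects of heme cannot be told apart from those of time in fresh medium. In the first 0.5 h all 5 heat shock genes rose, by a median of 2.71, as did 4 of 6 genes of heme degradation, export and their regulators, with *hrtA* at 6.94, while 16 of 17 genes of nitrogen control fell (median −2.54), with the 7 heme uptake genes (median −1.78). From 0.5 to 4 h all 9 sulfate assimilation genes fell, by a median of −7.12, with *cysH* at −7.13, and all 7 sulfonate genes (median −4.02), all 9 of iron storage and Fe-S assembly (median −2.31) and all 10 of protocatechuate catabolism (median −3.16) fell with them. Over the same interval 17 of 19 siderophore and iron uptake genes rose (median 3.02), as did all 8 ATP synthase genes (median 2.68), with *atpA* at 2.92, and all 4 *cydABDC* genes (median 2.38). The direction of each median here was the same under median-ratio scaling and quantile normalization. Adjusted over the list alone, the counts of the heat shock, siderophore, ATP synthase and sulfate lists were 5, 17, 8 and 9, and lists chosen with Table S4 in view are not independent evidence. At a change of at least 2-fold 421 genes changed in the first 0.5 h (159 higher), 974 from 0.5 to 4 h (569 higher) and 807 from 0 to 4 h (382 higher). Higher in these 3 intervals were 243 of 413, 396 of 896 and 374 of 807 genes under median-ratio scaling and 225 of 401, 504 of 938 and 444 of 838 under quantile normalization.

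Genes called at least 2-fold in Δ*hrrA* against wild-type at some time numbered 566, and 37 were called at all 3 times, of which 13 were higher and 13 lower throughout, such as *oppD* and *hemH* among the former and *hmuO* and *sdhC* among the latter. Between 0.5 and 4 h the strain comparisons shared 45 genes of the same direction, 25 higher where independent lists would share 5.2 and 20 lower where they would share 5.8, and 19 genes moved in opposite directions. Between 0 and 4 h they shared 30, 14 higher (independent lists 2.2) and 16 lower (independent lists 6.9), and 27 moved in opposite directions, such as *hrtA* and *cydA*. The fold changes of these comparisons use no common library, but their calls share 1 estimate of the spread. The paper describes main cultures started from an overnight culture, so the times may share a preculture. The lists are thus not fully independent. Without a fold limit, 548 of all 2832 tested genes were higher in Δ*hrrA* and 919 lower at 0 h. At 0.5 h 1045 were higher and 586 lower. In the prophage region CGP3, 129 of 174 genes were tested, and 8 were higher and 30 lower in Δ*hrrA* at 0 h and 22 higher and 20 lower at 0.5 h. Median-ratio scaling called 18 higher and 22 lower at 0 h and 14 and 35 at 0.5 h, and quantile normalization 24 and 21, then 17 and 28, while without the second wild-type replicate at 0 h 19 were lower at 0 h. The region's median was −0.25, 0.01 and −0.29 at the 3 times, where that at 0.5 h turned negative under both other scalings (−0.15 and −0.10) and that at 4 h positive under quantile normalization (0.01). Adjusted over the list alone, 4 were higher and 21 lower at 0 h, 18 and 17 at 0.5 h and 3 and 23 at 4 h.

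The replicates of wild-type at 0 h differed more than those of any other group over all tested genes, with a standard deviation of 0.291 on the log2 scale against 0.237 or less elsewhere. Noise of genes with few TPM is a candidate explanation, and the values it needs are there, since among 1525 genes of at least 100 TPM the standard deviation was 0.97 times the median of the other 5 groups. That 1 culture stood further along the time course stays open, since the difference between the replicates correlated at 0.11 across 2832 genes with the wild-type change from 0.5 to 4 h, between the bounds set for and against it. Genes are not independent replicates, and no biological explanation was tested.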
